# DIS3 ribonuclease is essential for spermatogenesis and male fertility in mice

**DOI:** 10.1242/dev.202579

**Published:** 2024-07-02

**Authors:** Zhengpin Wang, Di Wu, Xiaojiang Xu, Guoyun Yu, Nana Li, Xiao Wang, Jian-Liang Li, Jurrien Dean

**Keywords:** DIS3, Spermatogenesis, Male fertility

## Abstract

Spermatogonial stem cell (SSC) self-renewal and differentiation provide foundational support for long-term, steady-state spermatogenesis in mammals. Here, we have investigated the essential role of RNA exosome associated DIS3 ribonuclease in maintaining spermatogonial homeostasis and facilitating germ cell differentiation. We have established male germ-cell *Dis3* conditional knockout (cKO) mice in which the first and subsequent waves of spermatogenesis are disrupted. This leads to a Sertoli cell-only phenotype and sterility in adult male mice. Bulk RNA-seq documents that *Dis3* deficiency partially abolishes RNA degradation and causes significant increases in the abundance of transcripts. This also includes pervasively transcribed PROMoter uPstream Transcripts (PROMPTs), which accumulate robustly in *Dis3* cKO testes. In addition, scRNA-seq analysis indicates that *Dis3* deficiency in spermatogonia significantly disrupts RNA metabolism and gene expression, and impairs early germline cell development. Overall, we document that exosome-associated DIS3 ribonuclease plays crucial roles in maintaining early male germ cell lineage in mice.

## INTRODUCTION

Mammalian spermatogenesis is a dynamic and coordinated process of cell differentiation that is sustained by a balance between maintaining a population of self-renewing spermatogonial stem cells (SSCs) versus their amplification and development into mature haploid spermatozoa. Abnormalities in this equilibrium either impair spermatogenic lineage development or lead to germline loss, which precludes spermatogenesis and male fertility (Yang and Oatley, 2014). In mice, SSCs are derived from prospermatogonial precursors (known as gonocytes) that arise from primordial germ cells formed in the proximal epiblast during embryogenesis (McCarrey, 2013; McLaren, 2000; Richardson and Lehmann, 2010). Prospermatogonia proliferate before entering cell-cycle arrest at embryonic day 16.5 (E16.5) and resume mitosis after birth to generate spermatogonia in mice (Hilscher et al., 1974; Kluin and de Rooij, 1981; Nagano et al., 2000). Post-natal SSCs are located at the basement membrane of seminiferous tubules and represent a small subset of the undifferentiated spermatogonial population. SSCs initiate mitotic divisions either to produce two new A_single_ (A_s_) spermatogonia by complete cytokinesis or to generate chains of A_paired_ (A_pr_) and A_aligned_ [A_al(4)_, A_al(8)_, A_al(16)_, and in rare cases, A_al(32)_] spermatogonia that are connected by intercellular bridges due to incomplete cytokinesis. A_s_, A_pr_ and A_al_ cells represent undifferentiated spermatogonia. Progenitor spermatogonia have a limited capacity to proliferate before transitioning to A_1_ spermatogonia, which undergo a series of mitotic divisions to sequentially form A_2_, A_3_, A_4_, intermediate (In) and type B spermatogonia that are collectively termed differentiated spermatogonia (de Rooij, 2001; Phillips et al., 2010; Song and Wilkinson, 2014). Type B spermatogonia give rise to two primary spermatocytes that meiotically divide twice to produce haploid round spermatids that initiate spermiogenesis and form mature spermatozoa (Fayomi and Orwig, 2018).

Considerable investigative effort has been devoted to discovering developmentally regulated transcriptional networks required for mouse spermatogenesis (Green et al., 2018; Hermann et al., 2018; Shami et al., 2020; Tan et al., 2020). However, once a particular developmental stage has passed, it is necessary to reconfigure the transcriptome for the next step of spermatogenesis both by *de novo* transcription and by degradation of no longer needed RNAs. Multiple RNases and co-factors have evolved in mice to ensure a developmentally correct transcriptome (Jamin et al., 2017; Morgan et al., 2019; Suzuki et al., 2016; Yamaji et al., 2017). One example is the RNA exosome, which is a multi-protein complex composed of nine subunits that form a two-layered barrel-like structure, arranged as a core ring structure of six conserved proteins and capped by three RNA-binding proteins (Symmons and Luisi, 2009). The RNA exosome core complex lacks catalytic activity, which is conferred by one of three catalytic ribonucleases: EXOSC10 (yeast homologue, RRP6), DIS3 (RRP44) or DIS3L (Makino et al., 2013). EXOSC10 is expressed in the nucleus and enriched within the nucleolus (Tomecki et al., 2010). DIS3 enzyme also exists primarily in the nucleus, whereas DIS3L is strictly cytoplasmic (Robinson et al., 2015; Tomecki et al., 2010). The DIS3 enzyme belongs to RNase II/R family and encodes a highly conserved ribonuclease that possesses both 3′ to 5′ exoribonuclease and endoribonuclease activities (Dziembowski et al., 2007; Lebreton et al., 2008; Schaeffer et al., 2009).

Genetic mutations of exosome-related genes and disorders of RNA degradation have been linked to a range of human diseases (Robinson et al., 2015; Saramago et al., 2019). Disruption of DIS3 ribonuclease is associated with human cancers, including melanoma, multiple myeloma and leukemias (Ng et al., 2007; Weißbach et al., 2015). Perturbation of RNA degradation in *Exosc10* conditional null oocytes results in disruption of meiotic resumption and failure of pre-implantation embryo development in mice (Wu and Dean, 2020). EXOSC10 is associated with epigenetic chromosome silencing and is essential for mouse male germ cell proliferation and development (Jamin et al., 2017). However, genetic models of exosome-associated disease are still lacking and whether DIS3-associated RNA metabolism is linked with reproductive abnormalities remains unknown.

In this study, we determined an essential role for exosome-associated DIS3 ribonuclease in maintaining spermatogonial homeostasis. We have established *Dis3* conditional knockout mice and the loss of DIS3 in male germ cells severely impairs early germline cell development. This leads to defects in spermatogenesis and results in a Sertoli cell-only phenotype of adult sterility. RNA-seq analysis indicates that the absence of DIS3 causes significant dysregulation of transcripts and accumulation of PROMPTs. scRNA-seq analysis further documents that abnormal RNA degradation resulting from *Dis3* ablation impairs spermatogonial development. Thus, our findings conclusively indicate that exosome-associated DIS3 ribonuclease is essential for early spermatogenic maintenance in mice.

## RESULTS

### *Dis3* expression in the mouse testes

Using reported scRNA-seq data (Green et al., 2018), we determined *Dis3* expression in adult mouse testes and found that *Dis3* transcripts were ubiquitously expressed in both germ and somatic cells (Fig. 1A). To characterize the DIS3 protein expression in adult testes, we examined its accumulation by immunohistochemistry with an antibody to the ribonuclease. The data documented that DIS3 was expressed in the nucleus of spermatogonia, spermatocytes, round spermatids, Sertoli cells and Leydig cells (Fig. 1B). Moreover, we characterized DIS3 expression in post-natal testes from P2 to P14 during early male germ cell development, and demonstrated that DIS3 was expressed in the nucleus of spermatogonia in P2, P7, P10 and P14 wild-type testes, as indicated by co-staining with germ cell-specific marker DDX4 (Fig. 1C). Co-expression of DIS3 with either PLZF or KIT in P7 and adult testes indicated that DIS3 ribonuclease was present in both undifferentiated and differentiated spermatogonia (Fig. 1D,E). These findings demonstrate the nuclear presence of DIS3 ribonuclease in spermatogonia and provide a rationale for conditional inactivation of *Dis3* in spermatogonia to elucidate the function of DIS3 in early male germline development.

**Fig. 1.**
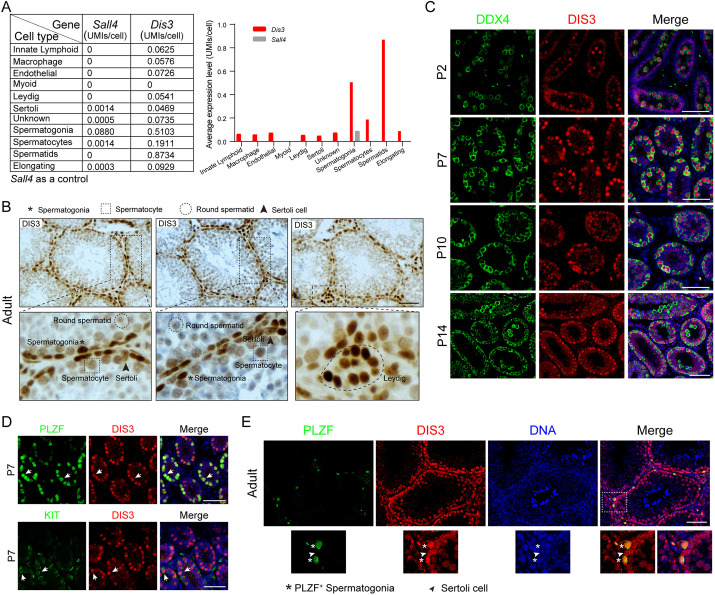
**The expression of DIS3 in wild-type testes.** (A) Analysis of the abundance of *Dis3* transcripts in 11 testicular cell types based on previously reported scRNA-seq data in adult mouse testes (Green et al., 2018). Numbers in the table (left) and on the *y*-axis (right) show the averaged UMIs detected in each individual cell. *Sall4* expression is used as a control. (B) Immunohistochemistry of DIS3 in adult testes. Asterisks indicate spermatogonia. Dashed rectangles indicate spermatocytes. Dashed circles indicate round spermatids. Arrowheads indicate Sertoli cells. Scale bar: 50 µm. (C) Immunofluorescence of cross-sections from P2, P7, P10 and P14 wild-type testes after staining with antibodies to DDX4 (left) or DIS3 (middle), and merged with Hoechst 33342 to stain DNA (right). Scale bars: 50 µm. (D) Immunofluorescence of cross-sections from P7 wild-type testes after staining using antibodies to PLZF and DIS3 (top), KIT and DIS3 (bottom). Arrows indicate both PLZF- and DIS3-positive cells (top), and KIT- and DIS3-positive cells (bottom). (E) Immunofluorescence of cross-sections from adult wild-type testes after staining using antibodies to PLZF and DIS3. Asterisks indicate PLZF-positive spermatogonia. Arrowheads indicate Sertoli cells. Images are representative of three samples. (B-E) Independent biological replicates with similar results per condition.

### DIS3 is essential for maintenance of spermatogenesis and male fertility

To investigate the function of DIS3 ribonuclease in early male germline development, we used previously established *Dis3^Floxed/Floxed^* (*Dis3^F/F^*) mice (Fig. S1A) (Wu and Dean, 2023). The floxed mice were crossed with *Ddx4-Cre* transgenic mice (Fig. 2A, Fig. S1B) in which the recombinase is expressed in male germ cells as early as at E15.5 (Gallardo et al., 2007). In the resultant conditional mutant mice, exons 4 to 6 of *Dis3* were deleted and a frameshift mutation was introduced in male germ cells. Immunoblots documented significant reduction of DIS3 protein abundance in post-natal day 5 (P5) testes of *Dis3^F/−^*; *Ddx4-Cre* mice (referred to as *Dis3* cKO) compared with controls (siblings in the same litter) (Fig. 2C). Immunohistochemistry determined that DIS3 was completely absent in DDX4-positive germ cells in P7 *Dis3* cKO testes (Fig. 2D). Thus, we successfully established a conditional knockout mouse line in which *Dis3* was specifically ablated in male germ cells.

**Fig. 2.**
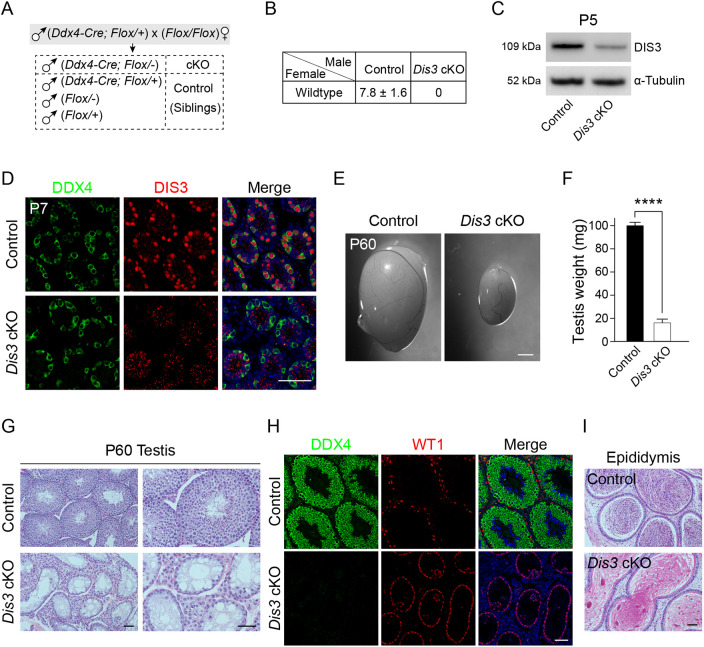
***Dis3* is required for spermatogenesis and male fertility.** (A) Schematic of mating strategies to generate *Dis3* cKO male mice. (B) Fertility of control and *Dis3* cKO male mice mated 1:1 with wild-type female mice. Data are mean litter size±s.d. (C) Immunoblot assay of DIS3 protein in P5 control and *Dis3* cKO testes using α-tubulin as a loading control. (D) Immunofluorescence of cross-sections from P7 control and *Dis3* cKO testes after staining using antibodies to DDX4 (left) or DIS3 (middle), and merged with Hoechst 33342 to stain DNA (right). Scale bar: 50 µm. (E) Representative morphology of testes from P60 control and *Dis3* cKO mice. Scale bar: 1 mm. (F) Testis weight of P60 control and *Dis3* cKO mice. Data are mean±s.d., *n*=4 biologically independent testes from four different animals. ****P<0.0001. (G) Adult testicular sections from control and *Dis3* cKO mice stained with periodic acid-Schiff (PAS) and Hematoxylin. Right column shows magnification of images in left column. Scale bars: 50 µm. (H) Immunofluorescence of P60 adult testes from control and *Dis3* cKO mice after co-staining using antibodies to DDX4 (germ cells) and WT1 (Sertoli cells), as well as Hoechst 33342 (DNA). Scale bar: 50 µm. (I) Cauda epididymides sections from control and *Dis3* cKO mice stained with periodic acid-Schiff (PAS) and Hematoxylin. Scale bar: 50 µm. Images are representative of three samples. (C,D,G-I) Independent biological replicates with similar results per condition.

To assess male fertility, control or *Dis3* cKO males were mated with wild-type females for 6 months and *Dis3* cKO males never produced pups (Fig. 2B). Testes isolated from 2-month-old *Dis3* cKO mice were significantly smaller and weighed less than control testes (Fig. 2E,F), which suggested abnormal spermatogenesis. Histologically, *Dis3* cKO seminiferous tubules lacked spermatogenic cells and contained only somatic cells, which defined a Sertoli cell-only phenotype (Fig. 2G). The absence of germ cells was confirmed by immunofluorescence staining in which the germ cell-specific marker DDX4 was not detected, but Wilms tumor 1 (WT1), a Sertoli cell-specific marker, was observed (Fig. 2H). Consistently, mature sperm were present in control but not *Dis3* cKO cauda epididymides (Fig. 2I). Thus, *Dis3* ablation in germ cells disrupts spermatogenesis, resulting in agametic seminiferous tubules in adult testes and male infertility.

### *Dis3* ablation impairs spermatogenic lineage development

To determine the stage at which defects in spermatogenesis occurred, morphological differences were analyzed in control and *Dis3* cKO testes. Histological and immunohistochemical analyses with DDX4 and WT1 staining documented that *Dis3* cKO testes and controls had a similar number of germ cells at P2 (Fig. 3A-C), suggesting that *Dis3* ablation has no phenotype before P2 in mutant testes. However, the number of germ cells was significantly reduced by P7 in mutant testes (Fig. 3A-C). The defects were more severe and notable by P10, when *Dis3* cKO tubules contained substantially fewer germ cells (Fig. 3A-C). Virtually no germ cells were present in P14 *Dis3* cKO tubules, and mutant seminiferous tubules were completely devoid of germ cells and lined only with Sertoli cells in P21 testes, as determined by immunohistochemistry (Fig. 3A, Fig. S1C,D). At P35, the first wave of spermatogenesis was complete in control testes and mature sperm were present in the epididymides. In contrast, *Dis3* cKO seminiferous tubules lacked spermatogenic cells and contained mostly Sertoli cells, and no mature spermatozoa were observed in the epididymides (Fig. 3A, Fig. S1E,F). However, the number of Sertoli cells in *Dis3* cKO testes was similar to control testes in P10 mice (Fig. 3D). Taken together, these observations suggest that conditional *Dis3* ablation in male germ cells causes rapid and profound depletion of spermatogonia and spermatogenic cells. This disrupts the first wave of spermatogenesis, and results in agametic seminiferous tubules and a Sertoli cell-only phenotype. Thus, DIS3 ribonuclease is required for the maintenance of early spermatogenic lineage in juvenile mouse testes.

**Fig. 3.**
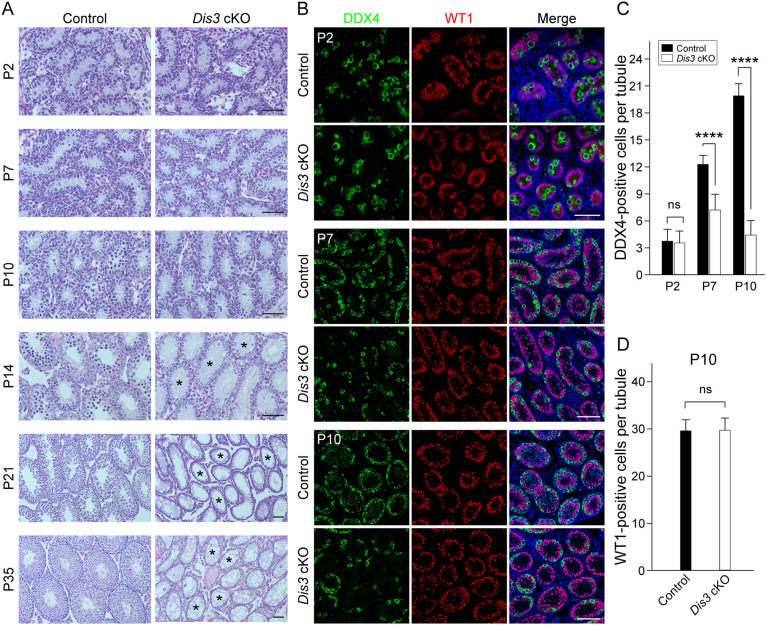
***Dis3* is required for early spermatogenic maintenance.** (A) Histological analysis of testicular sections from control and *Dis3* cKO mice stained with periodic acid-Schiff (PAS) and Hematoxylin at the indicated ages from P2 to P35. Asterisks indicate agametic tubules. Scale bars: 50 µm. (B) Immunofluorescence of sections from P2, P7 and P10 control and *Dis3* cKO testes after staining using antibodies to DDX4 (left) or WT1 (middle), and merged with Hoechst 33342 to stain DNA (right). Scale bars: 50 µm. (C) Statistical analysis of DDX4-positive cells per tubule in control and *Dis3* cKO testes at P2, P7 and P10. Data are mean±s.d., *n*=3 biologically independent testes from three different animals. ****P<0.0001. (D) Statistical analysis of WT1-positive cells per tubule in P10 control and *Dis3* cKO testes. Data are mean±s.d. Images are representative of three samples. (A,B) Independent biological replicates with similar results per condition.

### DIS3 ribonuclease is required for spermatogonial maintenance

Compared with control mice, *Dis3* ablation results in similar number of germ cells at P2 but significantly reduced number of germ cells at P7, implying that *Dis3* deficiency impairs spermatogonial proliferation and expansion. Thus, we determined the overall number of germ cells and undifferentiated spermatogonia by whole-mount and immunofluorescence staining using antibodies to DDX4 and to promyelocytic leukemia zinc finger, PLZF (official name ZBTB16, a marker for undifferentiated spermatogonia) (Buaas et al., 2004). The number of DDX4-positive germ cells and PLZF-positive spermatogonia were comparable with controls at P2 but were substantially reduced in *Dis3* cKO tubules by P7 and, more severely, by P10 (Fig. 4A,B, Fig. S2A,B), suggesting a specific requirement for DIS3 ribonuclease in spermatogonial maintenance.

**Fig. 4.**
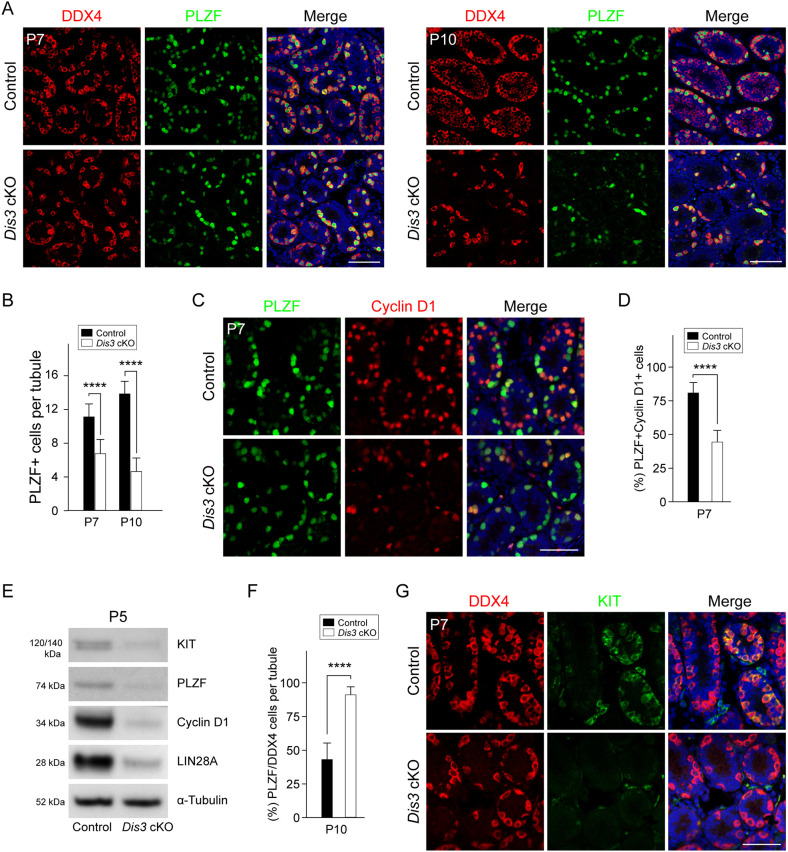
***Dis3* is indispensable for spermatogonial homeostasis.** (A) Immunofluorescence staining of control and *Dis3* cKO testes at P7 and P10 with antibodies to DDX4 (left) or PLZF (middle), and merged with Hoechst 33342 to stain DNA (right). Scale bars: 50 µm. (B) Quantification of PLZF-positive cells per tubule. Data are mean±s.d., ****P<0.0001. (C) Immunofluorescence staining of control and *Dis3* cKO testes at P7 and P10 using antibodies to PLZF and cyclin D1 at P7. (D) The ratio of PLZF- and cyclin D1-positive cells among the total of PLZF-positive cells. Data are mean±s.d., ****P<0.0001. (E) Immunoblot analyses of KIT, PLZF, cyclin D1 and LIN28A expression in P5 control and *Dis3* cKO testes using α-tubulin, as also shown in Fig. 2C, as a loading control. (F) Percentage of PLZF-positive cells to DDX4-positive cells per tubule in P10 control and *Dis3* cKO testes. Data are mean±s.d., ****P<0.0001. (G) Immunofluorescence staining of control and *Dis3* cKO testes at P7 and P10 using antibodies to DDX4 and KIT at P7. Images are representative of three samples. (A,C,E,G) Independent biological replicates with similar results per condition. (B,D,F) Biologically independent testes from three different animals were analyzed.

Next, we investigated spermatogonial proliferation in *Dis3* cKO tubules. Immunofluorescence staining with antibodies to PLZF and cyclin D1 (a marker for mitotically active spermatogonia) (Costoya et al., 2004) documented that the number of PLZF^+^; cyclin D1^+^ spermatogonia per tubular cross-section was dramatically decreased in P7 *Dis3* cKO testes compared with controls (Fig. 4C,D). Immunoblots documented that expression of PLZF, cyclin D1 and LIN28A (a marker for undifferentiated spermatogonia) was significantly decreased as early as P5 in *Dis3* cKO testes (Fig. 4E). Thus, we conclude that the proliferative capacity of spermatogonia is impaired in *Dis3* cKO testes. Moreover, co-staining of PLZF and cleaved caspase 3 indicated that the number of apoptotic spermatogonia in *Dis3* cKO tubules was not significantly different from controls (Fig. S2C,D). This was confirmed by immunoblot, which documented similar abundance of cleaved caspase 3 in control and *Dis3* cKO testes (Fig. S2E), and suggests that the observed impairment of spermatogonial expansion was not due to increased cell death. Taken together, these data indicate that *Dis3* ribonuclease deficiency leads to defects in spermatogonial proliferation and expansion that normally occur in early post-natal testes.

Notably, we found that the great majority of DDX4-positive germ cells in *Dis3* cKO tubules colocalized with PLZF in both P7 and P10 testes (Fig. 4A), indicating that undifferentiated spermatogonia were dominant in *Dis3* cKO testes. Statistical analysis demonstrated that ∼90% spermatogonia were PLZF positive in P10 *Dis3* cKO testes (Fig. 4F), implying impairment of spermatogonial differentiation. To determine the role of DIS3 ribonuclease in spermatogonial differentiation, we assayed for co-expression of DDX4 and KIT (a marker for differentiated spermatogonia). KIT-positive spermatogonia were barely detected in P7 *Dis3* cKO testes, whereas a population of KIT-positive spermatogonia was present at the same time point in control testes (Fig. 4G). This observation was further confirmed by immunoblots that documented that KIT protein was significantly reduced as early as P5 in *Dis3* cKO testes (Fig. 4E). Additionally, γH2AX-positive cells were rarely observed in *Dis3* cKO testes at P10, which suggests that very few differentiated spermatogonia were present and able to enter meiosis in *Dis3* cKO testes (Fig. S2F). These results indicate that DIS3 ribonuclease is required for spermatogonial maintenance. Disruption of *Dis3* impairs early spermatogenic maintenance and causes a dramatic decline in undifferentiated and differentiated spermatogonial populations.

### DIS3 ribonuclease is required for GFRA1^+^ undifferentiated spermatogonia

To determine whether DIS3 affects the maintenance of GFRA1^+^ undifferentiated spermatogonia, we conducted co-staining of GFRA1 and DDX4 in control and *Dis3* cKO testicular sections at P3, P7 and P12. The results indicated that the number of GFRA1-positive spermatogonia was comparable in control and *Dis3* cKO testes at P3 (Fig. 5A,B). However, the number was substantially reduced in *Dis3* cKO testes by P7 (Fig. 5A,B), which was also confirmed by whole-mount staining with antibodies to DDX4 and GFRA1 (Fig. 5C). The GFRA1-positive spermatogonia were rarely observed in *Dis3* cKO testes at P12, as germ cells were almost absent in the testes (Fig. 5A,B). Moreover, we analyzed the percentage of Sertoli cell-only tubules in P7 and P12 control and *Dis3* cKO testes. The data showed that ∼40% of the tubules were devoid of germ cells and lined only with Sertoli cells in P7 *Dis3* cKO testes. Over 90% of the tubules displayed Sertoli cell-only phenotype and the remaining tubules contained very few DDX4-positive germ cells in P12 *Dis3* cKO testes (Fig. 5D,E). Collectively, these results demonstrate that DIS3 is required for maintenance of GFRA1^+^ undifferentiated spermatogonia, which are rapidly lost and disappeared in the testes as early as at P12 after DIS3 deletion.

**Fig. 5.**
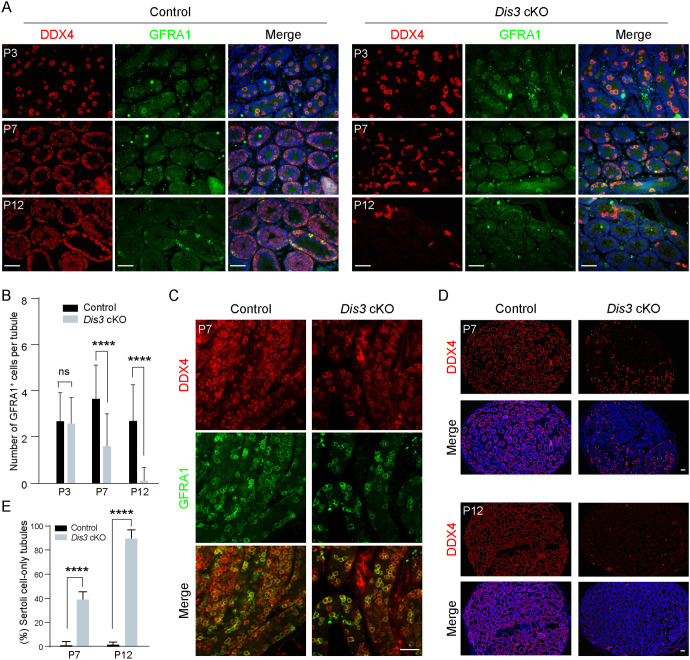
**DIS3 is required for maintenance of GFRA1^+^ undifferentiated spermatogonia.** (A) Immunofluorescence of cross-sections from P3, P7 and P12 control and *Dis3* cKO testes after staining with antibodies to DDX4 or GFRA1, and merged with Hoechst 33342 to stain DNA. Scale bars: 50 µm. (B) Statistical analysis of GFRA1-positive cells between control and *Dis3* cKO testes at P3, P7 and P12. Data are mean±s.d., ns, no significance; ****P<0.0001. (C) Whole-mount staining of testes from P7 control and *Dis3* cKO mice after staining using antibodies to DDX4 and GFRA1. Scale bar: 50 µm. (D) Immunostaining of DDX4 in P7 and P12 control and *Dis3* cKO testes. Scale bars: 50 µm. (E) The percentage of Sertoli cell-only tubules in P7 and P12 control and *Dis3* cKO testes. Data are mean±s.d., ****P<0.0001. (A,C,D) Images are representative of three independent biological replicates with similar results per condition.

### DIS3 ribonuclease ablation in male germ cells causes dysregulation of transcripts

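RNA from the pooled testes of 1 mouse made each library, with 5 libraries from control siblings and 5 from *Dis3* cKO mice at P4. The library kit primed with random and poly(T) oligonucleotides, kept the strand of the RNA and removed ribosomal RNA with AnyDeplete probes. According to the methods, reads were trimmed with cutadapt, aligned with HISAT2 and counted with featureCounts. The deposited gene table holds the authors' raw counts of reads in the sense direction over the exons of 54232 genes. Its header names GENCODE M18, and the positions printed here are those of its build, GRCm38, whereas the methods name GENCODE M34 and GRCm39. Gene symbols and biotypes were matched by gene ID to GENCODE M39, a later release, which named 50129 genes holding 99.0% of the counts. Gene counts per library ranged from 35391042 to 41104912 in control (median 35881148) and from 28538849 to 37739906 in *Dis3* cKO (median 31967052). The group means of these totals differed (exact permutation test, two-sided, p = 0.0397), and counts were therefore compared after TMM normalization. Normalized counts are counts divided by each library's TMM-scaled size relative to the mean size. Genes were tested with edgeR's quasi-likelihood test, two-sided, after edgeR's filter on low counts had kept 20043 genes, and p-values were adjusted by Benjamini-Hochberg.
Replicates 1 to 3 and replicates 4 and 5 of both groups formed separate clusters, a split that neither the labels nor the paper's text names. After each group's mean was removed, a control and a *Dis3* cKO library of one cluster but of different number correlated across genes at 0.101 on average, and a control and a *Dis3* cKO library of different clusters at -0.122. Values within replicates 1 to 3 and within replicates 4 and 5, a division made after the data were seen, are therefore printed for a part of the results. Any pair of libraries of one group differed by more than sampling noise (lowest chi-square per degree of freedom 4.11).
*Dis3* (ENSMUSG00000033166.11) lies on chromosome 14 from 99075206 to 99099770. Its normalized count was 4596 ± 491 (SD, n = 5) in control and 1494 ± 167 (SD, n = 5) in *Dis3* cKO testes. The log2 fold change was -1.62 (standard error 0.09, adjusted p = 3.78e-07 from edgeR's quasi-likelihood test). Every control library lay above every *Dis3* cKO library (exact permutation test, p = 0.00794, the smallest p that 5 against 5 allow). The log2 fold change was -1.63 within replicates 1 to 3 and -1.61 within replicates 4 and 5. Reads were counted over all exons of the gene together, so these counts do not separate the deleted exons from the others, and somatic cells of the testis, in which *Ddx4*-Cre is not active, add to the count in *Dis3* cKO. The paper gives the genotype of these mice as *Dis3* F/−, so their somatic cells carry 1 deleted allele as well, and the part of the fall that comes from germ cells was not separated here.

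**Figure D1:**
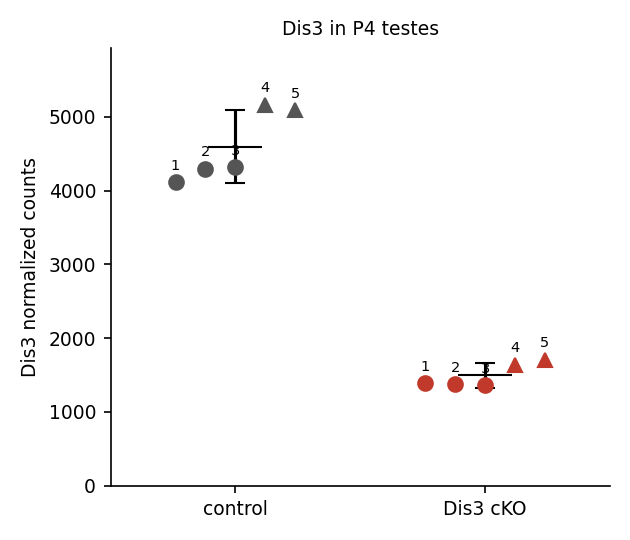
Normalized counts of *Dis3* (vertical axis) in each library of control and *Dis3* cKO testes at P4, with circles for replicates 1 to 3, triangles for replicates 4 and 5, long horizontal lines for group means and bars for the SD (n = 5). The control libraries lie between 4115 and 5161 and the *Dis3* cKO libraries between 1362 and 1709.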

To investigate the molecular consequences of *Dis3* ablation in early post-natal germline cell development, we performed bulk RNA-sequencing (RNA-seq) and compared the transcriptome at P4 between control and *Dis3* cKO testes. 

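At an adjusted p under 0.05, 885 genes were higher and 698 lower in *Dis3* cKO than in control testes, and 18460 of the tested genes passed in neither direction. At an unadjusted p under 0.05 the numbers were 2361 and 2432. The median log2 fold change was 0.44 among the genes called higher and -0.41 among those called lower, and 187 and 52 of them changed more than 2-fold. Leaving out single libraries moved these counts. The number called higher was 521 without control replicate 1, 516 without control replicate 2 and 557 without *Dis3* cKO replicate 2. The number called lower was 382, 371, 398 and 399 without control replicates 1, 2, 4 and 5 and 429 and 366 without *Dis3* cKO replicates 2 and 5. Within replicates 1 to 3 alone, 976 genes were higher and 557 lower, and within replicates 4 and 5 alone 2361 and 2360. With the cluster of the library as a further term, 1772 were higher and 1669 lower.
Among genes with a mean of at least 50 normalized counts whose groups did not overlap, the largest increase was in *Gm14546* (ENSMUSG00000086762.1), an lncRNA gene on chromosome 6 from 34290265 to 34324249. Its normalized count was 4.33 ± 1.96 (SD, n = 5) in control and 153 ± 78.0 (SD, n = 5) in *Dis3* cKO, a log2 fold change of 5.09 (standard error 0.40, adjusted p = 1.07e-05 from edgeR). The next largest increases were in *Gm37580* (log2 fold change 4.14), *Gm48242* (3.67), *Gm29202* (3.61), *4930556J02Rik* (3.60), the unnamed gene ENSMUSG00000105115.1 (3.21), *Gm43868* (2.95), *Gm9530* (2.72), *Gm45546* (2.32) and *E030044B06Rik* (2.31). Of these, *Gm37580*, *Gm43868* and *Gm45546* are annotated as TEC, a class of transcripts that still need an experimental test, and the other named ones as lncRNA. ENSMUSG00000105115.1 had a log2 fold change of 4.12 within replicates 4 and 5 and a lower one within replicates 1 to 3, and this difference passed an interaction test in edgeR (adjusted p = 0.0363).
The largest decrease was in *Rps18-ps6* (ENSMUSG00000069117.4) on chromosome 13 from 97760072 to 97760632. Its normalized count was 3798 ± 379 (SD, n = 5) in control and 13.9 ± 7.12 (SD, n = 5) in *Dis3* cKO, a log2 fold change of -8.08 (standard error 0.18, adjusted p = 3.82e-12 from edgeR). It carries a pseudogene's name and may share reads with near-identical copies, and the log2 fold change of its parent gene *Rps18* was 0.05 (adjusted p = 0.851 from edgeR). The same limit applies to *Ubb-ps* (log2 fold change -3.77), whose parent gene *Ubb* had a log2 fold change of 0.08 (adjusted p = 0.677 from edgeR). Large decreases were also found in *Gm44389* (-4.13), *Tktl2* (-3.18), *Gm7002* (-2.38), *Gm8797* (-2.12) and *Tslrn1* (-1.46). *Lpl* (ENSMUSG00000015568.16), on chromosome 8 from 68880491 to 68907448, fell from 3070.0 ± 431 (SD, n = 5) to 720 ± 196 (SD, n = 5) normalized counts, a log2 fold change of -2.09 (standard error 0.16, adjusted p = 1.07e-05 from edgeR). *Fggy* had a log2 fold change of -1.64, with -0.59 within replicates 1 to 3 and -2.52 within replicates 4 and 5 (interaction test in edgeR, adjusted p = 6.73e-06).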

RNA-seq results documented that 2237 transcripts were significantly upregulated and 1743 transcripts were downregulated in *Dis3* cKO testes using an adjusted *P*<0.05 (Fig. 6A). We divided the transcripts into different biotypes to identify testicular targets of DIS3 ribonuclease. Importantly, we observed that lncRNA, snRNA, snoRNA and protein-coding genes were the primary biotypes of the upregulated transcripts in the absence of DIS3 ribonuclease in testes, whereas lncRNA, processed pseudogene and protein-coding genes were the main biotypes of downregulated transcripts upon the loss of DIS3 ribonuclease (Fig. 6B).

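Of 15116 protein-coding genes tested, 680 were higher and 650 lower in *Dis3* cKO. The share called lower was 4.30%, against 0.974% of all other tested genes (odds ratio 4.57, Fisher's exact test, two-sided, adjusted p = 2.60e-34 over the biotypes and both directions). Among lncRNA genes, 122 of 1678 were called higher, which is 7.27% against 4.15% of the other genes (odds ratio 1.81, adjusted p = 1.31e-07 from Fisher's exact test), and 9 were called lower (odds ratio 0.138, adjusted p = 8.55e-16). By the same exact test, the share of lncRNA genes called higher was below that of other genes when all annotated genes, tested or not, were taken as the background (odds ratio 0.795, adjusted p = 0.0380) and within replicates 4 and 5 alone (odds ratio 0.543, adjusted p = 3.63e-11). The background of all annotated genes holds 9057 lncRNA genes, of which those with too few counts for a test could not be called. The lncRNA genes with the lowest adjusted p were *Gm14546* and *Gm48242*. Of 1380 processed pseudogenes, 9 were called higher (Fisher's exact test, odds ratio 0.133, adjusted p = 1.87e-16) and 21 lower (odds ratio 0.411, adjusted p = 2.58e-05), so their share was below that of other genes in both directions, and reads they share with their parent genes limit these counts. Of 36 snoRNA genes tested, 4 were called higher, *Snord92*, *Snora23*, *Snord11* and *Gm25848*, and 1 lower, *Gm23547* (Fisher's exact test, odds ratio 2.71 for the higher ones, adjusted p = 0.146). In DESeq2 10 of 53 were higher (Fisher's exact test, odds ratio 3.56, adjusted p = 0.00261) and within replicates 1 to 3 alone 7 of 40 (odds ratio 4.23, adjusted p = 0.00799). Within replicates 4 and 5 alone the odds ratio was 0.221 (adjusted p = 0.151), and with all annotated genes as the background it was 0.224 (adjusted p = 6.08e-04). That background holds 1065 snoRNA genes, of which the untested ones could not be called, so its odds ratio decides nothing about a rise. Of 9 snRNA genes tested, too few for the test, *Gm22973* and *Rnu11* were called higher. These snoRNA and snRNA genes were named after their values were seen. Biotypes come from a later annotation release than the counts, and 266 tested genes had none.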

**Fig. 6.**
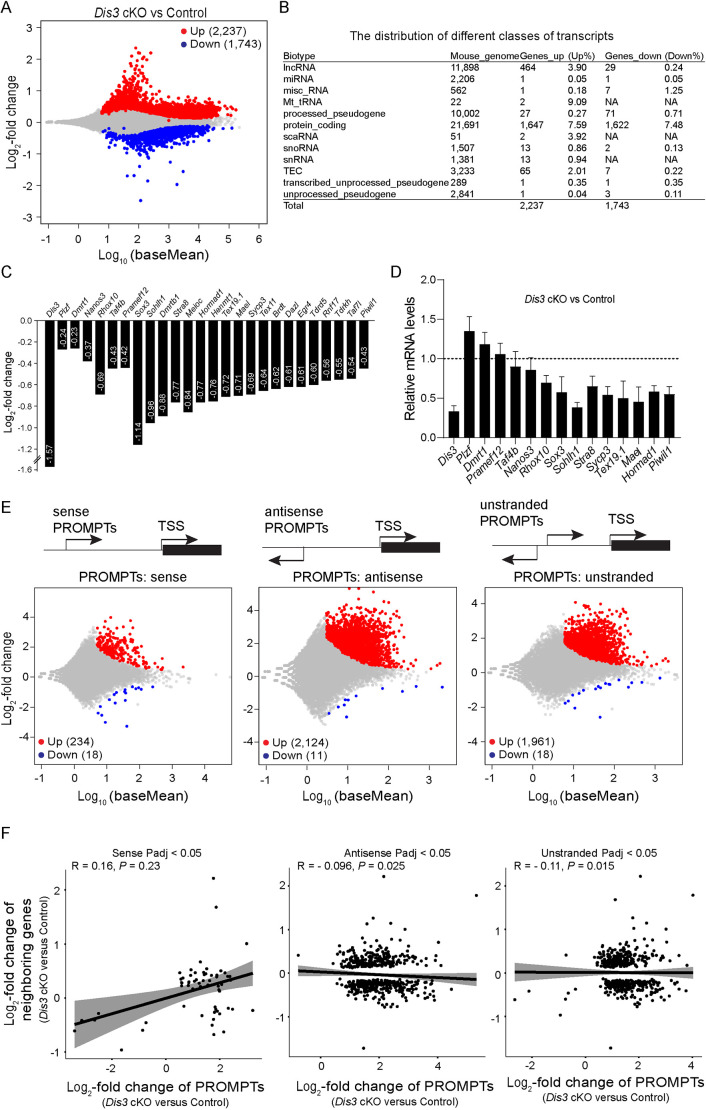
**Significant dysregulation of the transcriptome caused by DIS3 ablation.** (A) MA plot (log ratio RNA abundance versus abundance) of RNA-seq data from control and *Dis3* cKO testes at P4, using adjusted *P*<0.05 as the cut off. (B) The distribution of the up- and downregulated genes over different classes of transcripts. (C) RNA-seq results of selected transcripts (log_2_-fold change) related to spermatogonial development and spermatogenesis in *Dis3* cKO testes. (D) Quantitative RT-PCR validation of downregulated genes involved in spermatogonial development and spermatogenesis. For comparison, the abundance (relative to β-actin) of each gene in control testes was set to 1. Data are mean±s.d. for *n*=3 biologically independent samples per condition. (E) PROMPTs analysis represented as MA plots (log ratio RNA abundance versus abundance) of RNA-seq data from *Dis3* cKO and control testes using an adjusted *P*<0.05 as the cut off. Sequence reads were mapped to the PROMPTs regions of the mouse genome and aligned with the sense strand (left panel), antisense strand (middle panel) and in an unstranded manner (right panel) for PROMPTs analysis. (F) Correlation analysis between the differentially expressed PROMPTs and the expression of their neighboring genes. The relationship of expression fold changes between control and *Dis3* mutant for PROMPTs and their neighboring transcripts, as shown by Pearson correlation coefficient analysis.

RNA-seq analysis suggested that genes related to spermatogonial development and spermatogenesis were dramatically reduced in *Dis3* cKO testes (Fig. 6C). 

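The 25 genes other than *Dis3* plotted in Fig. 6C had log2 fold changes from -1.36 to -0.23 with a median of -0.72. At an adjusted p under 0.05 from edgeR over all genes tested, 20 were lower and none was higher, nor was any higher at an unadjusted p under 0.05 or in DESeq2 (24 lower when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples). The lowest log2 fold change was that of *Sox3* (ENSMUSG00000045179.9) on chromosome X from 60891366 to 60893430, with normalized counts of 308 ± 50.7 (SD, n = 5) in control and 120.0 ± 38.2 (SD, n = 5) in *Dis3* cKO (standard error 0.21, adjusted p = 0.00222). *Stra8* (ENSMUSG00000029848.11) on chromosome 6 from 34920163 to 34939344 fell from 936 ± 121 to 505 ± 99.7 (SD, n = 5 each), a log2 fold change of -0.89 (standard error 0.13, adjusted p = 0.00192). *Meioc* (ENSMUSG00000051455.13) on chromosome 11 from 102663716 to 102682237 had a log2 fold change of -1.00 (standard error 0.13, adjusted p = 8.05e-04), and *Dazl* (ENSMUSG00000010592.8), the most counted gene of the list after *Dmrt1*, one of -0.67 (standard error 0.11, adjusted p = 0.00292). The other genes called lower were *Sohlh1* (log2 fold change -1.20), *Dmrtb1* (-1.17), *Henmt1* (-1.05), *Hormad1* (-0.98), *Rhox10* (-0.91), *Tex19.1* (-0.82), *Sycp3* (-0.81), *Mael* (-0.76), *Tex11* (-0.75), *Brdt* (-0.70), *Tdrd5* (-0.67), *Rnf17* (-0.63), *Tdrkh* (-0.60), *Taf7l* (-0.60), *Pramel13* (-0.48) and *Taf4b* (-0.46). In 19 of the 25 genes every control library lay above every *Dis3* cKO library, which chance gives for 0.794% of genes in either direction.
The genes not called were *Egr4* (log2 fold change -0.72, adjusted p = 0.0885), *Piwil1* (-0.63, adjusted p = 0.0767), *Nanos3* (-0.48, adjusted p = 0.186), *Dmrt1* (-0.24, adjusted p = 0.0873) and *Zbtb16* (-0.23, adjusted p = 0.472), all from edgeR. *Egr4* and *Piwil1* passed in DESeq2 (adjusted p = 0.0254 and 0.0429), and *Piwil1* also without control replicate 3 (log2 fold change -0.71). With the replicate number as a block, *Egr4* and *Dmrt1* passed. With the cluster as a term in edgeR, chosen after the data were seen, *Egr4*, *Piwil1* and *Dmrt1* (adjusted p = 0.0184) passed. *Pramel13* did not pass without control replicates 1, 2, 4 or 5 or without *Dis3* cKO replicates 2, 4 or 5, each left out alone (log2 fold changes from -0.49 to -0.40). All 25 genes were lower within replicates 1 to 3 and within replicates 4 and 5. For 5 genes the fold was lower in replicates 4 and 5 by an interaction test in edgeR, *Zbtb16* with -0.01 and -0.69 (adjusted p = 4.07e-04), *Pramel13* with -0.21 and -0.92 (adjusted p = 0.0107), *Dmrt1* with -0.10 and -0.47 (adjusted p = 0.0187), *Mael* with -0.57 within replicates 1 to 3 (adjusted p = 0.0276) and *Rnf17* with -0.42 and -0.91 (adjusted p = 0.0371).

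**Figure D2:**
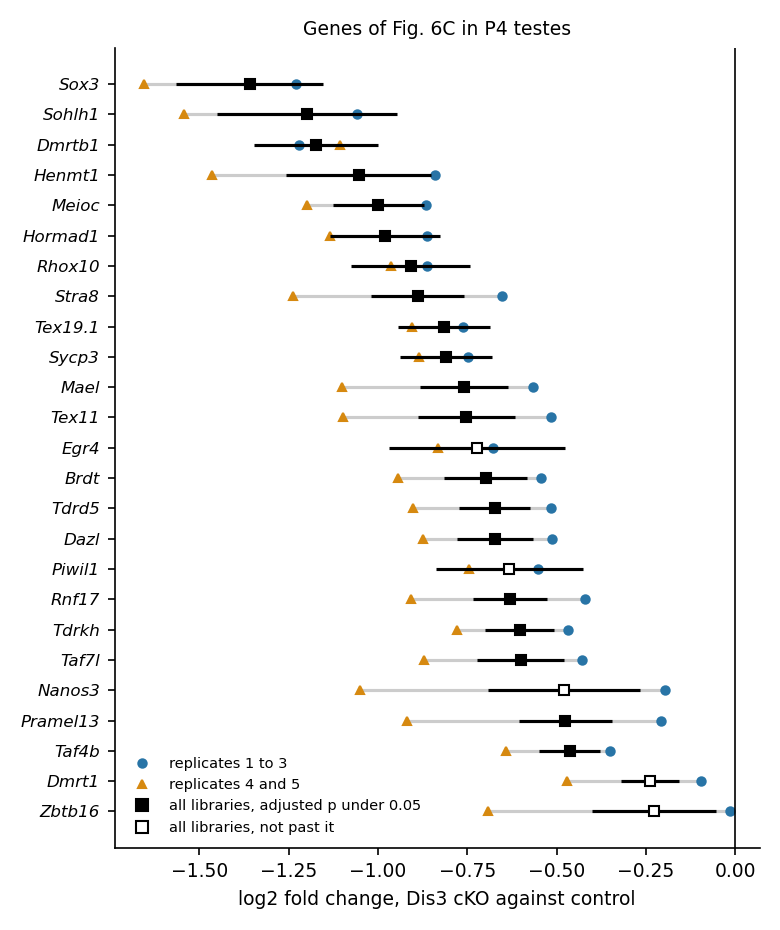
Log2 fold change in *Dis3* cKO against control testes at P4 (horizontal axis) of the 25 genes, with squares and black lines for all libraries and their standard errors, circles for replicates 1 to 3 and triangles for replicates 4 and 5. Filled squares mark the 20 genes with an adjusted p under 0.05, and every point lies below 0.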

The qRT-PCR results confirmed the significant downregulation of several genes (e.g. *Rhox10*, *Sox3*, *Sohlh1*, *Stra8*, *Sycp3*, *Tex19.1*, *Mael*, *Hormad1* and *Piwil1*) involved in spermatogonial development and spermatogenesis (Fig. 6D). However, the downregulation of these spermatogenic genes is most likely a secondary effect caused by loss of DIS3 ribonuclease, as will be indicated in the Discussion. Collectively, these data suggest that germ cell-specific ablation of DIS3 ribonuclease leads to significant disruption of transcripts in post-natal testes.

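The median log2 fold change of the 25 genes of Fig. 6C was -0.55 within replicates 1 to 3 and -0.92 within replicates 4 and 5. Across the 19436 genes tested in both clusters of libraries, the log2 fold changes of one cluster were related to those of the other with Pearson's r = 0.29 and Spearman's rho = 0.30, and genes are not independent replicates. Both clusters alone called 890 genes, against 360.2 that chance overlap would give, and 89.0% of them changed in the same direction. From the changed abundance of coding and noncoding transcripts, the reduced genes of spermatogonial development and the qRT-PCR of some of them, the paper proposes that loss of DIS3 in germ cells disrupts transcripts in the postnatal testis.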

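Of 44 genes of the extracellular matrix and of adhesion to it, listed beforehand, 14 were higher in *Dis3* cKO and none was lower at an adjusted p under 0.05 from edgeR (26 higher when adjusted over the list alone). Without adjustment of p, 31 were higher and 0 lower, and DESeq2 called 20 and 0. The median log2 fold change of the list was 0.32. *Hspg2* (ENSMUSG00000028763.17), which encodes perlecan, had a log2 fold change of 0.98 (standard error 0.14, adjusted p = 0.00159). *Lama2* (0.55), *Nid1* (0.54) and *Lamc1* (0.47) followed among the members with the lowest adjusted p. As a set against all other tested genes, the list was higher by limma's camera with its preset correlation between genes (two-sided, adjusted p = 4.13e-11 over 31 lists) and did not pass with an estimated one (adjusted p = 0.188). The number called higher was 9, 8, 9 and 7 without control replicates 1, 2, 4 and 5 and 7, 8 and 8 without *Dis3* cKO replicates 2, 3 and 5. With each library's trend over gene length removed it was 7, with the replicate block 22 and with the cluster as a term 23. Within replicates 1 to 3 alone it was 5 and within replicates 4 and 5 alone 35, and for 12 of the 44 genes the fold was higher in replicates 4 and 5 by the interaction test. The same held for 6 of 14 stromal and 7 of 10 myoid marker genes. Of the stromal ones 1 was higher over all libraries, and 6 without adjustment of p (camera adjusted p = 0.00447 with the preset and 0.463 with the estimated correlation). Regulators of transcription and genes of cell migration were not analysed here as lists.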

Gene Ontology (GO) analysis documented that the transcripts with increased abundance were primarily involved in regulation of transcription, cell adhesion and cell migration (Fig. S3A). 

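Of 74 tested genes of gonadotropin-releasing hormone (GnRH) signaling, 7 were higher and none was lower at an adjusted p under 0.05 from edgeR (10 higher when adjusted over the list alone), and the median log2 fold change was 0.07. Without adjustment of p, 22 were higher and 4 lower, and DESeq2 called 11 and 0. *Prkca* (ENSMUSG00000050965.14) rose from 910 ± 84.1 to 1391 ± 86.9 normalized counts (SD, n = 5 each), a log2 fold change of 0.61 (standard error 0.08, adjusted p = 8.73e-04). The log2 fold changes of *Cacna1c*, *Mmp2* and *Itpr1* were 0.50, 0.43 and 0.42. In the camera test the set had an adjusted p of 1.36e-04 with the preset correlation and 0.119 with an estimated one. With the length trend removed, 2 members were called higher and 1 lower, with the replicate block 17 and 0, and with the cluster of the library as a term 16 and 2.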

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis documented that the upregulated transcripts were enriched in GnRH signaling pathway (Fig. S3B). In addition, downregulated transcripts were significantly enriched in GO terms of biological processes, including ‘cell cycle’, ‘DNA replication’, ‘spermatogenesis’ and ‘RNA processing’ (Fig. S3C), indicative of impairment of cell proliferation after *Dis3* ablation. In addition, KEGG analysis of downregulated genes indicated that genes associated with the terms ‘cell cycle’, ‘DNA replication’ and ‘mRNA surveillance pathway’ were severely disrupted by DIS3 ribonuclease inactivation (Fig. S3D).

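Lists of genes, written beforehand, stood in for the terms of Fig. S3C, whose databases were not used here. None of the members of the germ cell lists was called higher in edgeR. At an unadjusted p under 0.05, 1 gene of undifferentiated spermatogonia was higher and none of the other germ cell lists, and the same numbers were higher in DESeq2. Of 13 genes of differentiating spermatogonia 9 were lower at an adjusted p under 0.05 from edgeR (11 when adjusted over the list alone), with a median log2 fold change of -0.74. Of 26 genes of undifferentiated spermatogonia, *Sox3* and *Pou5f1* (log2 fold change -0.70) were lower (the same number when adjusted over the list alone), and the median was -0.04, with -0.03 within replicates 1 to 3 and -0.28 within replicates 4 and 5. For 6 of the 26 the fold was lower in replicates 4 and 5 by the interaction test in edgeR. Of 17 genes common to germ cells 8 were lower (11 over the list alone, median -0.60), of 24 genes of the piRNA pathway 11 (18 over the list alone, median -0.49), and of 31 genes of meiosis 13 (17 over the list alone, median -0.50). Within replicates 1 to 3 their medians were -0.38, -0.39 and -0.43, and within replicates 4 and 5 -0.81, -0.74 and -0.62. By the interaction test, 5, 5 and 1 members of these lists had a lower fold in replicates 4 and 5. Among their members with the lowest adjusted p were *Sohlh2* and *Uchl1*, with log2 fold changes of -0.68 each. Several genes belong to more than 1 of these lists, and some are also in Fig. 6C. Without control replicate 1, 5 of the genes common to germ cells were called lower.
Of 45 genes of the cell cycle, 7 were lower and 1, *Mki67*, was higher (9 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.11 (-0.04 within replicates 1 to 3 and -0.26 within replicates 4 and 5, where the fold of 9 was lower by the interaction test in edgeR). *Mki67* had a log2 fold change of 0.49 (standard error 0.08, adjusted p = 0.00303), while *Ndc80*, *Ccnb1* and *Mad2l1* had -0.44, -0.36 and -0.36. Without control replicate 1, 4 members were called lower. Of 43 genes of DNA replication, 11 were lower and none was higher (23 lower and 1 higher when adjusted over the list alone), with a median of -0.21 (-0.11 within replicates 1 to 3 and -0.40 within replicates 4 and 5, where the fold of 6 was lower by the interaction test). By unadjusted p, 2 were higher, and in DESeq2 1. *Orc6* (ENSMUSG00000031697.12) had a log2 fold change of -0.61 (standard error 0.08, adjusted p = 8.05e-04), *Rfc3* -0.43, *Prim2* -0.34 and *Orc2* -0.33. Without control replicate 5, 7 members were called lower.
For RNA processing, 45 genes of ribosomal RNA processing and 44 of the spliceosome were tested. In the former, 5 were lower and 1 higher (20 and 2 when adjusted over the list alone, median -0.19). *Polr1a* was the one called higher, with a log2 fold change of 0.49, and *Utp18*, *Emg1* and *Nop56* had -0.38, -0.34 and -0.32. *Emg1* did not pass without control replicates 2 or 4 or without *Dis3* cKO replicates 4 or 5 (-0.35 to -0.29). The number called lower was 2, 2 and 3 without control replicates 2, 4 and 5, and 8, 3 and 2 without *Dis3* cKO replicates 3, 4 and 5. Of the spliceosome genes, 5 were lower and 2 higher (9 and 2 when adjusted over the list alone, median -0.12). *Lsm4*, *Snrnp40*, *Txnl4a* and *Prpf3* had log2 fold changes of -0.53, -0.37, -0.35 and -0.32. *Txnl4a* did not pass without control replicates 1 or 2 or without *Dis3* cKO replicate 2 (-0.34 to -0.31), and 3 members were lower without control replicate 2 or without *Dis3* cKO replicate 2.
In the camera test with its preset correlation, adjusted p was 1.05e-09 for differentiating spermatogonia, 0.315 for undifferentiated spermatogonia, 2.22e-08 for genes common to germ cells, 1.91e-09 for the piRNA pathway, 4.05e-10 for meiosis, 0.00145 for the cell cycle, 1.36e-09 for DNA replication, 1.69e-06 for ribosomal RNA processing and 0.00111 for the spliceosome. With a correlation estimated for each list in place of the preset one, no list of the 31 passed at an adjusted p under 0.05, and the lowest adjusted p was 0.0665, for differentiating spermatogonia. With the replicate block and with the cluster of the library as a term, the latter chosen after the data were seen, the numbers of genes called lower were 9 and 9 for differentiating spermatogonia, 3 and 4 for undifferentiated spermatogonia (with 1 called higher in each), 10 and 12 for genes common to germ cells, 15 and 16 for the piRNA pathway, 15 and 15 for meiosis, 8 and 11 for the cell cycle, 19 and 24 for DNA replication, 16 and 21 for ribosomal RNA processing and 10 and 11 for the spliceosome.

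**Figure D3:**
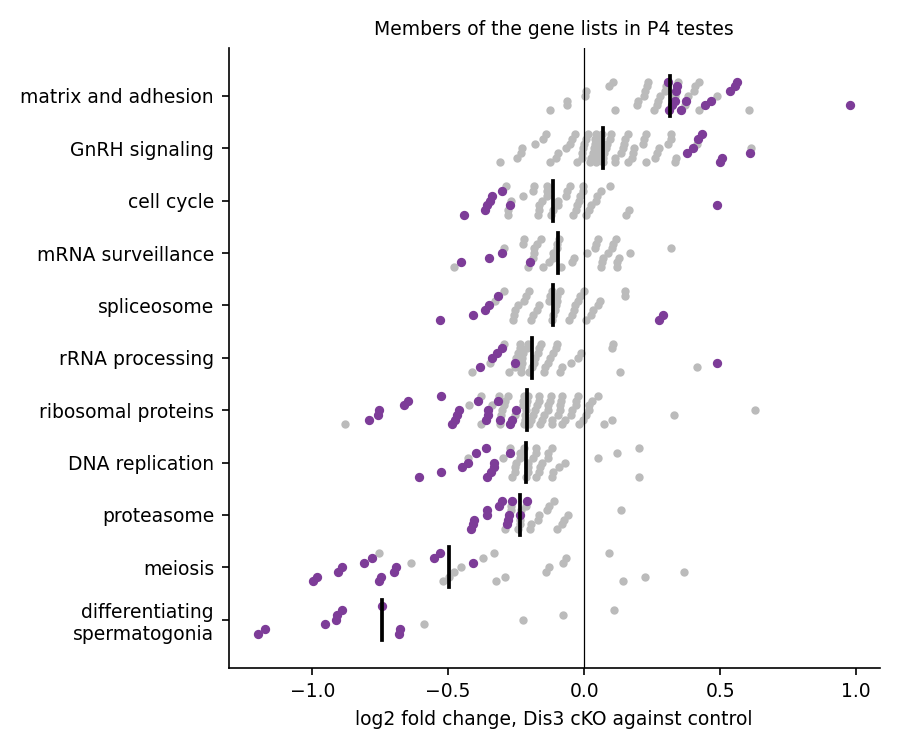
Log2 fold change in *Dis3* cKO against control testes at P4 (horizontal axis) of each tested member of 11 gene lists, with purple points for members at an adjusted p under 0.05, grey points for the others and black bars for medians. Medians run from -0.74 for differentiating spermatogonia to 0.32 for matrix and adhesion.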

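Of 40 tested genes of mRNA surveillance, 4 were lower and none was higher at an adjusted p under 0.05 from edgeR (5 lower when adjusted over the list alone), with a median log2 fold change of -0.10. At an unadjusted p under 0.05, 2 were higher and 12 lower, and in DESeq2 1 and 5. These were *Clp1* (log2 fold change -0.45), *Cpsf4* (-0.35), *Smg8* (-0.30) and *Etf1* (-0.20). The number called lower was 1, 0, 1 and 1 without control replicates 1, 2, 4 and 5 and 1 and 1 without *Dis3* cKO replicates 4 and 5. *Etf1* passed only without control replicate 3 among the libraries left out singly (from -0.21 to -0.17 without any other), *Cpsf4* did not pass without control replicate 2 (-0.31), and *Clp1* and *Smg8* did not pass without control replicates 1, 2, 4 or 5 or without *Dis3* cKO replicates 4 or 5 (-0.47 to -0.39 and -0.31 to -0.26). As a set, the list had an adjusted p of 0.0754 in limma's camera test with the preset correlation and 0.458 with an estimated one, and 0.0264 with the preset one and the length trend removed. With the replicate block and with the cluster as a term, 5 and 7 of the mRNA surveillance genes were lower and 1 and 2 higher, 31 and 37 of the ribosomal protein genes lower and 1 higher in each, 19 and 22 of the proteasome genes lower, and 5 and 6 of the genes of the RNA exosome and its cofactors lower and 1 and 2 higher.
Fig. S3D also lists the ribosome, the proteasome and RNA degradation. Of 81 cytosolic ribosomal protein genes, 19 were lower and none was higher (36 lower when adjusted over the list alone, and none higher at an unadjusted p under 0.05 or in DESeq2), with a median of -0.21 and an adjusted p in the camera test of 4.05e-10 with the preset correlation and 0.166 with an estimated one. *Rpl34*, *Rpl6*, *Rps15a* and *Rps3a1* had log2 fold changes of -0.76, -0.47, -0.46 and -0.32. These genes have many processed pseudogenes, which can share their reads. The number called lower was 10, 10 and 11 without control replicate 1, control replicate 2 and *Dis3* cKO replicate 5. Of 33 proteasome genes, 13 were lower and none was higher (23 lower when adjusted over the list alone), 1 was higher at an unadjusted p under 0.05 and none in DESeq2. The median was -0.24 and the adjusted p in limma's camera test 5.21e-10 with the preset correlation and 0.119 with an estimated one, with *Psmd13* at -0.41, *Psma7* at -0.36, *Psma4* at -0.30 and *Psmc2* at -0.28. Here 6, 5, 8 and 8 were lower without control replicates 1, 2, 4 and 5 and 8 and 6 without *Dis3* cKO replicates 2 and 5. Of 30 genes of the RNA exosome and its cofactors other than *Dis3*, 3 were lower and 1 higher (4 and 1 when adjusted over the list alone, median -0.06, adjusted p = 0.0754 in limma's camera test). *Zfc3h1* was higher by 0.33, while *C1d*, *Rbm7* and *Exosc8* had -0.41, -0.36 and -0.32. *C1d* passed with control replicate 3 or *Dis3* cKO replicate 4 left out, but not with any of the other libraries left out (-0.43 to -0.35), *Rbm7* did not pass without control replicates 1, 4 or 5 or without *Dis3* cKO replicates 2, 3 or 5 (-0.37 to -0.31), and 1 member was lower without control replicates 1, 4 or 5 or without *Dis3* cKO replicate 5.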

### DIS3 inactivation leads to accumulation of PROMPTs

PROMPTs are produced upstream of active transcription start sites. They share characteristics with mRNAs and can be transcribed bidirectionally with respect to the downstream genes (Preker et al., 2011, 2008). To obtain a general overview of the impact of DIS3 ablation in male germ cells on PROMPTs, we defined the PROMPT region and prepared the PROMPT reference file for subsequent analyses. 

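The deposited PROMPT table holds the authors' raw counts over 30166 regions of 3000 bp, read on the strand opposite to the gene that follows. Of these regions, 28758 end at the base next to the start of a gene of the gene table. Only 22 overlap an annotated gene on the gene's own strand and 15 on the other strand, which is the strand counted. PROMPT counts per library ranged from 116141 to 176069 in control (median 158469) and from 179199 to 256460 in *Dis3* cKO (median 191297). At this depth 2120 regions had no counts in any library, and 17821 had a mean below 3 counts per library, the minimum set for a test. Of the 12345 regions tested, the median held 5 counts per library. Library sizes and TMM factors came from the gene counts, as in the methods, so that changes of PROMPTs are relative to those of genes. Counts in the sense direction and without regard to strand were not analysed here.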

Sequencing reads were mapped to −3 kb to −1 bp upstream of the transcription start site of a subset of 30,166 genes from the current mouse genome that were selected not to overlap with any other annotated gene feature. Based on the characteristic of the bi-directional transcription activity of PROMPTs, we aligned the sequencing reads in the direction of sense, antisense or both (unstranded) to the PROMPT reference file. RNA-seq comparison of *Dis3* cKO and control testes documented that 234 transcript-associated PROMPTs were increased in the sense direction, 2124 PROMPTs were increased in the reverse direction and 1961 PROMPTs were unstranded (Fig. 6E). Thus, we observed that PROMPTs primarily accumulated in the reverse direction, which was consistent with the previous findings that PROMPT transcription generally initiates in the antisense direction with respect to downstream genes (Lloret-Llinares et al., 2016; Ntini et al., 2013). 

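Of the regions tested, 1673 antisense PROMPTs were higher and 6 lower in *Dis3* cKO at an adjusted p under 0.05 from edgeR's quasi-likelihood test. At an unadjusted p under 0.05 the numbers were 2597 and 35. The median log2 fold change was 2.03 among the regions called higher and 0.64 over all tested regions, of which 77.8% lay above 0. Scaling to the PROMPT counts themselves in place of the gene counts, which centres the regions, shifted the median by -0.71 and gave 652 regions higher and 115 lower. Within replicates 1 to 3 alone 1482 were higher and 11 lower, and within replicates 4 and 5 alone 438 and 4. Over the 8728 regions tested in both clusters, the log2 fold changes of one cluster were related to those of the other with Pearson's r = 0.18.
The PROMPT with the largest increase, among those with a mean of at least 20 normalized counts and no overlap of the groups, lay upstream of *Ddx4* on chromosome 13 from 112652476 to 112655475. It rose from 2.00 ± 0.708 to 84.1 ± 32.0 normalized counts (SD, n = 5 each), a log2 fold change of 5.30 (standard error 0.44, adjusted p = 1.26e-29). The *Ddx4* promoter also drives the Cre transgene, whose own reads cannot be separated from those of the gene's upstream region. The PROMPT of *Nap1l1*, on chromosome 10 from 111470223 to 111473222, had a log2 fold change of 4.83 (standard error 0.34, adjusted p = 1.69e-39), and that of *Mtf2*, on chromosome 5 from 108062674 to 108065673, one of 4.52 (standard error 0.30, adjusted p = 2.17e-43). The log2 fold changes of the PROMPTs of *Hmg20b*, *Gtsf1*, *Zfp846*, *Gm28783*, *Sptlc1*, *Dnajc11* and *Coprs* lay between 4.02 and 4.26.
The regions called lower lay upstream of *Polr1e* (log2 fold change -0.89, adjusted p = 2.80e-04), *Mir6236* (-0.84), *Itpr1* (-0.77), *Tchp* (-0.47), *Gm50027* (-2.83) and *Gm47914* (-4.02). Apart from that of *Polr1e*, these were named after their values were seen, and their groups overlapped. DESeq2 did not call those of *Mir6236* (adjusted p = 0.101) and *Tchp* (adjusted p = 0.591) and gave no adjusted p for that of *Gm47914*. Without *Dis3* cKO replicate 1, 12 regions were called lower.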

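Antisense PROMPT reads made up 0.399% ± 0.0847 (SD, n = 5) of all reads assigned to genes or PROMPTs in control and 0.639% ± 0.141 (SD, n = 5) in *Dis3* cKO. Every *Dis3* cKO library lay above every control library (exact permutation test, two-sided, p = 0.00794). Within replicates 1 to 3 the means were 0.453% and 0.673% (exact permutation test, p = 0.1, the smallest that 3 against 3 allow), and within replicates 4 and 5 0.319% and 0.588% (exact permutation test, p = 0.333, the smallest that 2 against 2 allow). Without *Dis3* cKO replicate 1, which had 0.891%, the ratio was 1.44. From the larger number of increased PROMPTs in the reverse than in the sense direction, the paper concludes that PROMPTs accumulated primarily in the reverse direction.

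**Figure D4:**
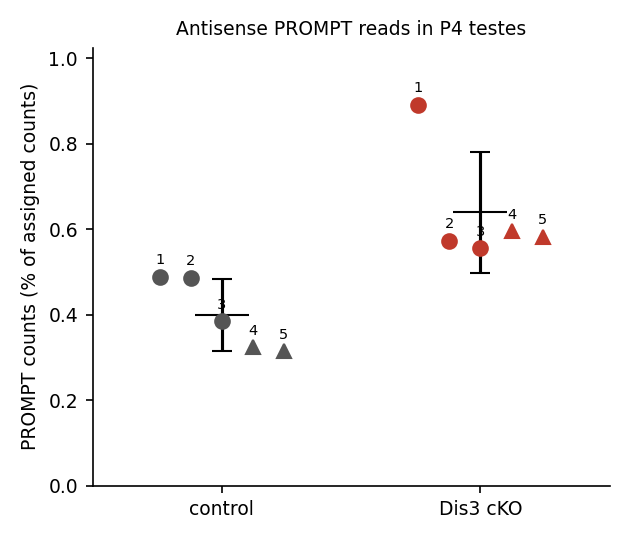
Antisense PROMPT counts as a percent of the counts assigned to genes or PROMPTs (vertical axis) in each library of control and *Dis3* cKO testes at P4, with circles for replicates 1 to 3, triangles for replicates 4 and 5, long horizontal lines for group means and bars for the SD (n = 5). Control libraries lie between 0.314 and 0.488 and *Dis3* cKO libraries between 0.556 and 0.891.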

To define the RNA targets, we examined the distribution of downstream genes over different classes of transcripts. 

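Of 7315 tested antisense PROMPTs upstream of protein-coding genes, 1522 were higher in *Dis3* cKO, which is 20.8% against 3.00% of all other tested PROMPTs (odds ratio 8.49, Fisher's exact test, two-sided, adjusted p = 6.77e-209 over the biotypes). They made up 91.0% of the PROMPTs called higher. Upstream of lncRNA genes, 79 of 1449 were higher (5.45%, odds ratio 0.337, adjusted p = 2.65e-25), and upstream of processed pseudogenes 17 of 1706 (0.996%, odds ratio 0.0546, adjusted p = 1.99e-88). For snoRNA genes the number was 1 of 153 (odds ratio 0.0414, adjusted p = 1.48e-08) and for snRNA genes 5 of 134 (odds ratio 0.245, adjusted p = 4.68e-04). The shares of these 4 noncoding biotypes were below that of other PROMPTs, most of which lie upstream of protein-coding genes. Against the 3.00% of all PROMPTs not upstream of protein-coding genes, those of lncRNA (5.45%) and snRNA genes (3.73%) lay above. Those of processed pseudogenes (0.996%) and snoRNA genes (0.654%) lay below. These differences were not tested, and counts were not matched between biotypes. Upstream of miRNA genes 4 of 52 were higher (adjusted p = 0.331). The biotype is that of the gene that follows the region, taken from GENCODE M39.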

LncRNA, processed pseudogene, snoRNA, snRNA and protein-coding genes were the primary biotypes affected by the loss of DIS3 ribonuclease (Fig. S3E), consistent with the effect of DIS3 on the whole transcriptome. Next, we determined whether the differentially expressed PROMPTs were correlated with the expression of their neighboring genes. Despite robust accumulation of PROMPTs, we observed no positive or only very weak negative correlation with expression of adjacent genes by Pearson correlation coefficient analysis (Fig. 6F).

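For 193 genes, both the gene and its antisense PROMPT were called at an adjusted p under 0.05. Across these genes, the log2 fold changes of gene and PROMPT had Pearson's r = -0.02 (permutation test, two-sided, p = 0.778) and Spearman's rho = -0.16 (p = 0.0255, or 0.0511 when adjusted by Benjamini-Hochberg over the 2 coefficients), and genes are not independent replicates. Without the 2 genes farthest from the median PROMPT fold change, r was -0.11. Within replicates 1 to 3 r was -0.03, and within replicates 4 and 5 it was -0.02. It was above 0 without control replicates 2 or 3 (0.06 and 0.01) and without *Dis3* cKO replicates 2 or 4 (1.89e-05 and 0.00324), each left out alone, and below 0 without any other library, down to -0.04 without control replicate 4. In DESeq2 it was 0.07 over 284 genes (permutation test, p = 0.258). Across all 6751 genes tested in both tables, r was -0.06 (permutation test, p = 1e-05, the smallest the permutations can give) and rho -0.11. Of 1572 tested genes with a PROMPT called higher, 75 were higher, 117 lower and 1380 not called. That is 4.77% higher and 7.44% lower, against 5.58% and 2.99% of the tested genes whose PROMPT was not called higher. These shares were not tested, and the genes were not matched by biotype or cell type. Protein-coding genes follow 91.0% of the PROMPTs called higher and were called lower more often than other genes (4.30% against 0.974%). Of the tested PROMPTs of the germ cell lists 52.1% were called higher, and members of these lists were lower. A link of PROMPT and gene cannot be read from these shares.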

### scRNA-seq defines the transcriptome of *Dis3* cKO testes

To address the spermatogonia composition and transcriptome changes in *Dis3* cKO testes, we isolated single cells from P6 control and *Dis3* cKO testes, and performed scRNA-seq analysis of the testicular cells using the 10X Genomics platform. From a total number of 17,242 control and 12,794 *Dis3* cKO testicular cells, 16,429 and 12,015 cells passed the standard quality control, respectively, and were retained for subsequent analysis (Fig. S4A). We detected an average of 16,029 UMIs and 3830 genes in each individual cell in control testes, and an average of 18,051 UMIs and 4205 genes in *Dis3* cKO testes (Fig. S4A). The sequencing depth is sufficient for defining distinct cell types and for differential gene expression analysis in mouse testis. Uniform Manifold Approximation and Projection (UMAP) and marker gene analyses were performed for cell type identification of the combined, control and *Dis3* cKO testicular cells. We identified seven cell types based on expression patterns of known marker genes in mouse testis, including a germ cell population and six somatic cell populations: endothelial cells, macrophages, myoid cells, Leydig cells, stroma and Sertoli cells (Fig. S4B,C).

### Transcriptome-wide signatures of *Dis3* cKO spermatogonia

To determine how DIS3 ribonuclease impacts cellular heterogeneity and transcriptome-wide signatures of spermatogonia during SSC development, we re-clustered germ cells from P6 testes. After filtering out cells of poor quality, 4956 spermatogonia were analyzed (Fig. S5A) and, based on UMAP and marker gene analyses, we identified four distinct spermatogonial subtypes (SPG1, SPG2, SPG3 and SPG4) (Fig. 7A, Table S1). Cluster identity was assigned based on expression of spermatogonial markers (Fig. 7B). SPG1 cells correspond to SSCs and expressed the highest levels of *Id4*, *Etv5* and *Gfra1*. SPG2 cells expressed high levels of *Neurog3*, *Ddit4* and *Utf1*, consistent with progenitor/undifferentiated spermatogonia. SPG3 cells expressed early differentiation marker genes, including *Rhox10*, *Stra8* and *Kit*, and SPG4 cells expressed *Dmrtb1*, *Ly6k* and *Prss50*, which identified them as late differentiated spermatogonia. Monocle pseudotime analysis provided a developmental trajectory of spermatogonial cells from SPG1 to SPG4 (Fig. 7C). Therefore, the expression pattern of spermatogonial marker genes and pseudotime analysis recapitulate the developmental order of germline cells from state 1 (SSCs) to state 4 (differentiated spermatogonia).

**Fig. 7.**
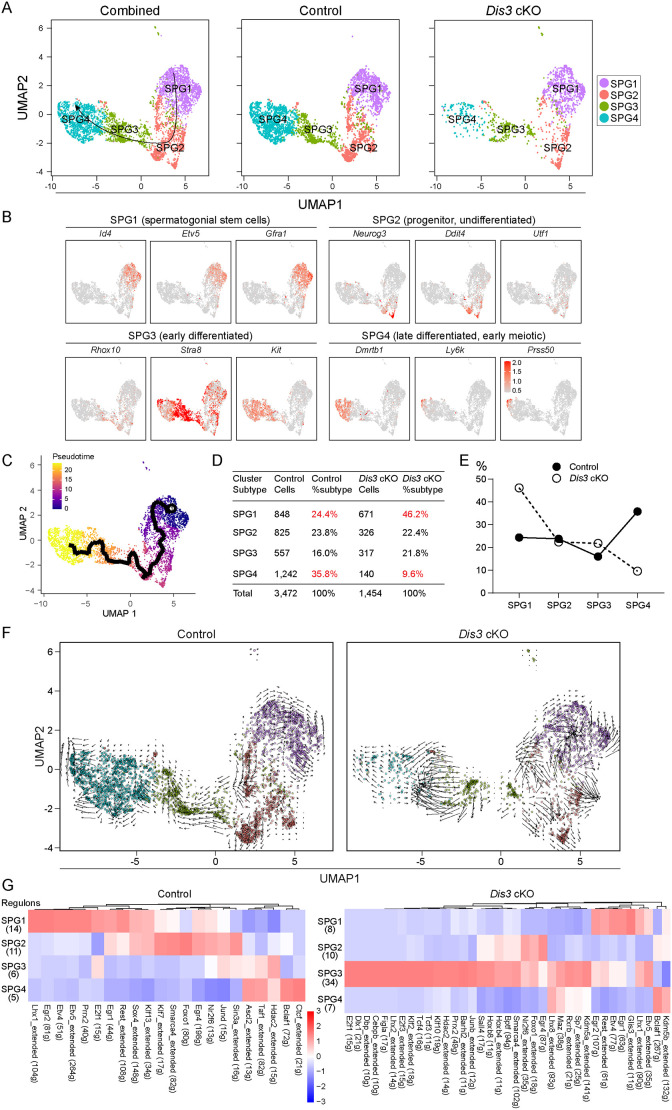
**scRNA-seq analysis of transcriptome signatures of *Dis3* cKO spermatogonia.** (A) UMAP plots of combined (left panel), control (middle panel) and *Dis3* cKO (right panel) spermatogonia had four distinct spermatogonial subtypes following the developmental order of SPG1 to SPG4 (state 1 to state 4). (B) UMAP plots of selected marker genes corresponding to each cellular state. (C) Pseudotime trajectory of the combined four spermatogonial subtypes. (D) Summary of detailed cell numbers and percentages of spermatogonia in each cell cluster subtype in control and *Dis3* cKO testes. (E) The distribution of the percentages of spermatogonial subtypes in control and *Dis3* cKO samples. (F) RNA velocity dynamics in spermatogonial cell clusters in control and *Dis3* cKO samples. RNA velocities were visualized on existing embedding UMAP. (G) SCENIC analysis of regulons identified in spermatogonial cell clusters in control and *Dis3* cKO samples. Number of regulons and heatmap of regulon activity within each subtype in control (left panel) and *Dis3* cKO (right panel) samples are shown. The labels ‘104g’, ‘81g’, etc., in parentheses on the *x*-axis indicate the direct target gene numbers of the corresponding transcription factor.

We determined that 24.4%, 23.8%, 16.0% and 35.8% cells were sorted into SPG1, SPG2, SPG3 and SPG4 subtypes, respectively, in control samples, and 46.2%, 22.4%, 21.8% and 9.6% cells were present in SPG1, SPG2, SPG3 and SPG4 subtypes, respectively, in *Dis3* cKO samples (Fig. 7D,E). We observed significant accumulation of cells in the SPG1 subtype and a dramatic decrease of cells in the SPG4 subtype of *Dis3* cKO samples. This indicates impairment of proliferation and differentiation that leads to accumulation of spermatogonial cells in SPG1 (SSCs) in the absence of DIS3 ribonuclease. Differential gene expression analyses were conducted for each subtype (Fig. S5B,C, Table S2) and Gene Set Enrichment Analysis (GSEA) determined the biological processes (GO terms) and pathways enriched in *Dis3* cKO cells for each subtype (Fig. S6A,B). In assessing DEG lists, volcano plots and bar graphs showed distinct differences in the DEGs in each subtype (Fig. S5B,C). Using a cutoff of *P*<0.05 and log_2_ fold-change >0.1 to detect subtle influences on the cell, 1927 DEGs (1387 upregulated and 540 downregulated) were identified in SPG1, 3017 DEGs (1996 upregulated and 1021 downregulated) were identified in SPG2, 3535 DEGs (2110 upregulated and 1425 downregulated) were identified in SPG3 and 3722 DEGs (2460 upregulated and 1262 downregulated) were identified in SPG4 (Fig. S5C, left panel). When restricted to a more stringent *P*<0.05 and log_2_ fold-change >0.2, these values were 557 (418 upregulated and 139 downregulated; SPG1), 1045 (754 upregulated and 291 downregulated; SPG2), 1078 (715 upregulated and 363 downregulated; SPG3) and 1429 (970 upregulated and 459 downregulated; SPG4) (Fig. S5C, right panel). It was apparent that the majority of genes were dysregulated and upregulated gene numbers were higher than downregulated genes in response to *Dis3* deletion in each subtype, suggesting defective RNA degradation. In assessing enriched GO terms of biological processes, terms associated with extracellular matrix and regulation of mRNA processing were significantly enriched, whereas GO terms associated with ribosome and RNA catabolic process were markedly decreased in the SPG1 subtype of *Dis3* cKO cells (Fig. S6A). Consistently, pathway enrichment analyses documented that genes related to extracellular matrix organization and HDACs deacetylate histones were enriched, whereas genes related to translation, metabolism of RNA, DNA replication and cell cycle were downregulated in *Dis3* cKO SPG1 cells (Fig. S6B). The patterns of GO terms and pathways in SPG2, SPG3 and SPG4 subtypes of *Dis3* cKO cells were very similar to SPG1 (Fig. S6A,B). Thus, single-cell transcriptional analysis of post-natal germline cells indicates that DIS3 ribonuclease plays a crucial role in germline cell development. The absence of DIS3 causes a defect in RNA degradation that perturbs the balance between RNA transcription and degradation, leading to disruption of RNA metabolism and gene expression. Taken together, these data demonstrate that loss of DIS3 ribonuclease significantly impairs early germline cell development, which eventually disrupts maintenance of early spermatogenesis.

### RNA velocity dynamics and SCENIC analysis of *Dis3* cKO spermatogonia

To extend these observations, we performed RNA velocity analysis in control and *Dis3* cKO spermatogonia. RNA velocity is the time derivative of the gene expression and can be determined by distinguishing unspliced and spliced mRNAs using common scRNA-seq protocols. RNA velocity predicts future transcriptional states of individual cells and, thus, infers transcriptional and developmental trajectories (La Manno et al., 2018). To show the validity of the RNA velocity analysis, we first determined whether *Dis3* cKO alters the ratios between spliced and unspliced transcripts. 

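Table S3 gives the percent of mapped base pairs in coding, UTR, intronic and intergenic sequence for each of the 10 libraries, from which the group means printed here were computed. Coding sequence held 45.7% ± 2.25 (SD, n = 5) in control and 45.8% ± 2.13 (SD, n = 5) in *Dis3* cKO (exact permutation test, two-sided, p = 0.960). The UTR held 31.5% ± 1.22 and 30.2% ± 1.63 (SD, n = 5 each, exact permutation test, p = 0.190), and introns 15.7% ± 1.94 and 15.7% ± 1.89 (SD, n = 5 each, exact permutation test, p = 0.992). Intergenic sequence held 7.05% ± 1.52 and 8.25% ± 1.89 (SD, n = 5 each, exact permutation test, p = 0.310). Adjusted by Benjamini-Hochberg over the 4 measures, these p-values were 0.992, 0.619, 0.992 and 0.619. In control, each of the percents parted replicates 1 to 3 from replicates 4 and 5. In *Dis3* cKO they did not, since replicate 1 stood apart (coding 42.4%, UTR 27.6%, intronic 18.9%, intergenic 11.1%). There replicates 4 and 5 lay between replicate 1 and replicates 2 and 3 in each measure. The difference of *Dis3* cKO from control in the intergenic percent was -0.00544 points within replicates 1 to 3 (exact permutation test, p = 1). There *Dis3* cKO replicate 1 lay above the control libraries (8.58%, 8.55% and 7.06%), and replicates 2 and 3 (6.67% and 6.41%) lay below them. Within replicates 4 and 5 the difference was 3.01 points (exact permutation test, p = 0.333, the smallest that 2 against 2 allow). Both control libraries of that cluster (5.56% and 5.50%) lay below both *Dis3* cKO libraries (8.56% and 8.51%). In the UTR the differences within the 2 clusters were -0.425 and -2.64 points, in coding sequence 1.63 and -2.19 and in introns -1.20 and 1.82. Those within replicates 1 to 3 again depend on *Dis3* cKO replicate 1. In each measure it lay on one side of the control libraries of its cluster, and *Dis3* cKO replicates 2 and 3 lay on the other.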

We employed the Picard tools CollectRnaSeqMetrics to produce a percentage of UTR, exon, intron and intergenic reads for RNA-seq data, and showed that there was no significant difference between control and *Dis3* cKO in terms of percentage of fragments mapped to various elements of genes (Table S3). RNA velocity dynamics recapitulated the developmental trajectory of germline cells from SPG1 to SPG4 in control testes (Fig. 7F), consistent with previous pseudotime analyses. We also noted that this analysis identified RNA velocity dynamics that exhibited a distinct SSC self-renewal feature within the SPG1 cluster, as well as an apparent and smooth progression pattern from SPG2 to SPG4 in control cells (Fig. 7F). In contrast, the transcriptional states of *Dis3* cKO SPG1 and SPG2 cells were extremely disorganized, and some cells in the SPG1 cluster had incoherent velocity vectors. Cells in the SPG2 cluster displayed long velocity vectors pointing in different directions, but never toward SPG3 cells (Fig. 7F), suggesting disrupted differentiation. This analysis implies that transcriptional and cell states were severely disrupted upon DIS3 ribonuclease depletion in early post-natal germline cells.

To further explore the transcriptional state of germ cells, we used SCENIC (single-cell regulatory network inference and clustering) analysis to reconstruct gene regulatory networks and define cell states from the scRNA-seq data (Aibar et al., 2017). Although DIS3 functions in RNA decay pathways, dysregulated downstream genes can affect transcription through DNA and histone modifications, and we observed significant enrichment of histone deacetylases (HDAC) and DNA methylases in *Dis3* cKO SPG1, SPG2 and SPG4 cells (Fig. S6). The concerted activity of co-expressed transcription factors and their direct targets (defined as regulons) was used to characterize the germ cell states (Aibar et al., 2017). SCENIC identified 14, 11, 6 and 5 regulons in control SPG1, SPG2, SPG3 and SPG4 clusters, respectively, and 8, 10, 34 and 7 regulons in the corresponding clusters of *Dis3* mutant cells (Fig. 7G, Table S4). We observed that regulon activity grouped concordantly and was specific within each spermatogonial subtype in control and *Dis3* cKO samples (Fig. 7G). The regulon activity changed according to the distinct stages of spermatogonial development in each sample (Fig. 7G). However, the regulons were largely altered within each state between control and *Dis3* cKO samples. Although a few transcription factors overlapped, the number of their direct targets was different (Fig. 7G), suggesting that the expression of regulons was significantly disrupted with loss of DIS3 ribonuclease. Thus, both RNA velocity dynamics and SCENIC results indicate that DIS3 dysfunction alters transcriptional and cellular states, and leads to defects in early spermatogonial development.

## DISCUSSION

SSC self-renewal and differentiation are the basis for generating mature haploid spermatozoa during mammalian spermatogenesis. Abnormalities in SSC homeostasis disrupt spermatogenesis and male fertility. Here, we report that RNA exosome associated DIS3 ribonuclease is required for spermatogonial homeostasis. Conditional disruption of *Dis3* in male germ cells causes downregulation of cell cycle genes, aberrant expression of spermatogenic genes, and defective RNA metabolism that perturbs the maintenance of GFRA1^+^ undifferentiated spermatogonia and impairs transition to progenitor and differentiating spermatogonia (Fig. 8A,B), resulting in severe impairment of germline cell development and subsequent failure of spermatogenesis. Comparative bulk and scRNA-seq data provide evidence that imbalance between RNA synthesis and degradation disrupts RNA abundance and dysregulates gene expression in spermatogonia, which leads to failure of spermatogenic lineage development in mice.

**Fig. 8.**
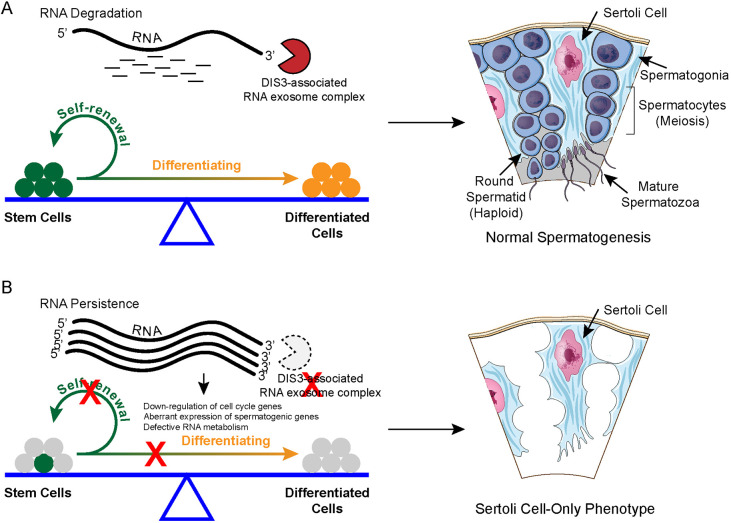
**Model of DIS3 ribonuclease function in early spermatogenic maintenance.** (A) DIS3-mediated RNA degradation is essential for spermatogonial maintenance and thus ensures normal spermatogenesis. (B) DIS3 ribonuclease absence in male germ cells causes downregulation of cell cycle genes, aberrant expression of spermatogenic genes and defective RNA metabolism that impairs spermatogonial maintenance and spermatogenesis, resulting in a Sertoli cell-only phenotype.

A series of studies in mammalian progenitor cells support a pivotal role for the RNA exosome in maintaining progenitor cells in an undifferentiated state. Deletion of EXOSC9 from human epidermal progenitors leads to decreased self-renewal and precocious differentiation (Mistry et al., 2012). The core exosome components EXOSC8 and EXOSC9, and the catalytic subunit of DIS3 are endogenous suppressors of erythroid cell maturation; disruption of this barricade results in increased mature erythroid cells (McIver et al., 2014). Furthermore, a recent study reported the importance of RNA decay in maintaining human embryonic stem cell (ESC) pluripotency. The results suggest that the RNA exosome complex is required to maintain the properties of human ESCs and depletion of the component EXOSC3 expedites differentiation (Belair et al., 2019). Similarly, our current study demonstrates a pivotal role for DIS3-mediated RNA surveillance pathways in maintaining spermatogonial homeostasis. Although *Dis3* was conditionally ablated in male germ cells by Cre recombinase as early as at E15.5, it seemed that *Dis3* deficiency had no effect on prospermatogonial development, as germ cell number was similar in P2 mutant testes compared with controls. Thus, our study, together with the previous findings, establish the RNA exosome as an important regulator of maintaining progenitor cells in an undifferentiated state.

The exosome-associated DIS3 ribonuclease has a diverse range of targets for nuclear transcript decay, including protein-coding RNAs (mRNAs), transfer RNAs (tRNAs), small nucleolar RNAs (snoRNAs), non-coding RNAs (ncRNAs) and unstable transcripts (including PROMPTs). A comprehensive genome-wide analysis of human DIS3 targets in engineered HEK293 cells documents the essential role of this nuclease in RNA metabolism. Impairment of DIS3 functions leads to global accumulation of PROMPTs, enhancer RNAs (eRNAs), ncRNAs and dysregulation of protein-coding genes (mRNAs) (Szczepińska et al., 2015). Another study reports the immediate impact of rapid deletion of DIS3, EXOSC10 or XRN2 in human cells on nuclear RNA metabolism and transcriptional control. The loss of DIS3 causes substantial accumulation of eRNAs, PROMPTs and products of premature cleavage and polyadenylation (PCPA) (Davidson et al., 2019). Moreover, a recent study documents that both sense and antisense PROMPT reads are significantly increased, and more transcripts are accumulated in mouse *Dis3* cKO (*Zp3-Cre*; *Dis3^F/F^*) oocytes (Wu and Dean, 2023). In our current study, we analyzed the transcriptome profiles in post-natal mouse testes and documented that some DIS3 substrates, including protein coding RNAs, ncRNAs and PROMPTs, are abnormally processed and expressed. PROMPTs are accumulated in both sense and antisense directions, and primarily accumulated in the reverse direction of their downstream genes in *Dis3* cKO testes, consistent with previous findings (Lloret-Llinares et al., 2016; Ntini et al., 2013; Wu and Dean, 2023). Although PROMPTs accumulated in *Dis3* cKO testes, there was no linear relationship between PROMPTs and expression of their downstream genes, similar to an earlier study (Szczepińska et al., 2015). Our study, together with previous findings, suggests a similar role for DIS3 in RNA metabolism across various cell lineages. PROMPTs, as a new class of short, polyadenylated and highly unstable RNAs, were reported more than 10 years ago (Preker et al., 2011, 2008). However, the exact functions of PROMPTs remain unclear. One possibility is that PROMPT transcription may provide reservoirs for RNA polymerase molecules, which can facilitate rapid activation of the downstream gene, and/or alter chromatin structure around the transcriptional start site (Preker et al., 2008). Thus, the potential mechanisms and functions of PROMPTs need to be further investigated. After DIS3 ribonuclease deletion, we noted a significant downregulation of cell cycle and DNA replication genes in RNA-seq and scRNA-seq data, which suggests proliferation defects in *Dis3* cKO spermatogonia. We also observed significant downregulation of transcripts in *Dis3* cKO testes, including some spermatogenic genes, which may account for the defective spermatogonial development and spermatogenesis. The counterintuitive, albeit significant, downregulation of transcripts most likely represents a secondary effect resulting from accumulation of nuclear RNAs, which could sequester factors needed for mRNA biogenesis. Alternatively, the downregulation of spermatogenesis-related genes and proteins may partly be due to spermatogonia composition changes in the mutant testes.

RNA synthesis and degradation maintain a balance for sculpting the cellular transcriptome. Abnormal RNA degradation disrupts this balance and adversely affects gene expression. Our bulk RNA-seq data document that decreased transcripts are enriched in cell cycle, DNA replication, cell division, spermatogenesis and RNA processing. The downregulation of DNA replication and cell cycle have also been observed in EXOSC9 (a key subunit of the exosome complex) depleted human epidermis. EXOSC9 depletion dramatically diminished cell proliferation in the basal layer to less than 5% of control by 27 days post-grafting in immune-deficient mice. Cell cycle analysis of EXOSC9i knockdown cells also demonstrated a loss of proliferation as the cells withdrew from S phase and accumulated in G0/G1 phase (Mistry et al., 2012). Our data, together with previous data, suggest that spermatogonia proliferation defects may directly relate to the downregulation of cell cycle and DNA replication genes. In addition, the disturbed RNA processing causes decreased spermatogenic genes expression (e.g. *Rhox10*, *Sox3*, *Sohlh1* and *Stra8*) and protein expression (e.g. PLZF, LIN28A and KIT), resulting in the impairment of spermatogonial maintenance and spermatogenesis. Our qPCR analysis also verified the downregulation of spermatogenic genes (e.g. *Rhox10*, *Sox3*, *Sohlh1* and *Stra8*), and an immunoblot assay confirmed the reduction of cyclin D1, PLZF, LIN28A and KIT in *Dis3* cKO testes. The alterations of spermatogenic genes in *Dis3* cKO testes may be one of the effects responsible for defective spermatogenesis.

To profile transcriptome signatures on spermatogonia, we re-clustered spermatogonial cells from control and *Dis3* cKO scRNA-seq data. Although we identified four spermatogonial subtypes that followed a continuous differentiation trajectory in both control and *Dis3* cKO spermatogonia, the loss of DIS3 ribonuclease caused significant accumulation of SSCs in SPG1 and a dramatic decrease of differentiated spermatogonia in SPG4. Pathway enrichment analysis showed that DNA replication and cell cycle were significantly downregulated in *Dis3* cKO SPG1, SPG2 and SPG4 cells. This observation further implies that abnormal RNA decay in *Dis3* cKO spermatogonia results in defective spermatogonia proliferation and the impairment of spermatogonial homeostasis. The cellular defect in RNA catabolism also affects RNA splicing and translation processes, which adversely impacts spermatogonial development. However, the dysregulation of RNA splicing and translation observed in bulk and scRNA-seq results is possibly a secondary effect, as DIS3 ribonuclease is responsible for only RNA degradation. Furthermore, RNA velocity dynamics and SCENIC analyses further demonstrate that *Dis3* deficiency alters transcriptional and cellular states that ultimately disrupt early germline cell development.

In summary, our investigations document a causal relationship between the loss of exosome-associated DIS3 ribonuclease-mediated RNA degradation in male germ cells and an adult Sertoli cell-only phenotype that lacks spermatogenic cells. We document that DIS3-associated RNA decay is required for spermatogonial maintenance, normal spermatogenesis and male fertility. Thus, not only do these findings provide new insights into molecular mechanisms of RNA surveillance pathways that regulate spermatogonial biology, they also contribute to new avenues of research to pursue pathogenic mechanisms of the Sertoli cell-only syndrome and male infertility in humans.

## MATERIALS AND METHODS

### Animals

*Ddx4-Cre* transgenic mice were purchased from Jackson Laboratory. All animal studies were performed in accordance with guidelines of the Animal Care and Use Committee of the National Institutes of Health under a Division of Intramural Research, NIDDK approved animal study protocol (K018LCDB24).

### Generation of *Dis3^F/F^* mice

The *Dis3^F/F^* mouse line has previously been established and characterized (Wu and Dean, 2023). The *Dis3* exon map and the strategies for loxP sites insertion are shown in Fig. S1A. The guide RNA (5′-GAGTTGAATGGTTGATTCTT-3′) for the left loxP site and a single-stranded oligo DNA donor containing the left loxP sequence, and the guide RNA (5′-CCTCCCTGGTCTCGTTTGTT-3′) for the right loxP site and a single-stranded oligo DNA donor containing the right loxP sequence were synthesized by Integrated DNA Technologies. Cas9 protein was purchased from Integrated DNA Technologies. Hormonally stimulated B6D2_F1_ (C57LB/6×DBA2) female mice were mated to B6D2_F1_ male mice and zygotes were collected from oviducts at E0.5. sgRNA, Cas9 protein and two DNA oligo donors were mixed and injected into zygotes that were cultured to the two-cell embryo stage and transferred into the oviducts of pseudo-pregnant ICR female mice at E0.5. Genotyping primers for *Dis3^F/F^* mice (right loxP) and *Ddx4* transgenic mice are listed in Table S5.

### Fertility assay

To assess fertility, wild-type female mice were co-caged with either a control or a *Dis3* cKO male mouse for 6 months. The average number of pups per litter was quantified and at least three mating cages were set up for each genotype.

### RNA isolation and quantitative real-time RT-PCR

Total RNA was isolated from mouse tissues using a RNeasy Micro Kit (Qiagen), and cDNA was synthesized with SuperScript III First-Strand Synthesis System (Thermo Fisher Scientific). Quantitative RT-PCR was performed using iTaq Universal SYBR Green Supermix (Bio-Rad) and QuantStudio 6 Flex Real-Time PCR System (Thermo Fisher Scientific). The primers used in this study are listed in Table S6. The relative abundance of each transcript was calculated by the 2^−ΔΔ*Ct*^ normalized to endogenous β-actin expression (Livak and Schmittgen, 2001). Uncropped PCR gels are presented in Fig. S7.

### Immunoblot

Total protein was extracted in 1× LDS sample buffer with 1× NuPAGE Sample Reducing Agent (Thermo Fisher Scientific). Proteins were separated on 4-12% Bis-Tris gels and electrophoretically transferred to PVDF membranes. The membranes were blocked with 5% non-fat milk in Tris-buffered saline containing 0.05% Tween-20 (TBST) at room temperature for 1 h and probed with primary antibodies (Table S7) overnight at 4°C. The membranes were washed three times with TBST and incubated (1 h at room temperature) with secondary antibodies, washed with TBST and developed using SuperSignal West Dura Extended Duration Substrate (Thermo Fisher Scientific). Signals were detected with PXi Touch (SYNGENE) or Hyperfilm ECL (GE Healthcare) according to the manufacturer's instructions. Uncropped blots are presented in Fig. S7.

### Histology analysis

Mouse testes and epididymides were fixed in Bouin's solution overnight at 4°C. Samples were embedded in paraffin wax, sectioned (5 µm) and mounted on slides before staining with periodic acid-Schiff (PAS) and Hematoxylin. Bright-field images were obtained with an inverted microscope (AxioPlan 2; Carl Zeiss).

### Immunofluorescence

Mouse tissues were fixed with 4% paraformaldehyde (PFA) overnight at 4°C, embedded in paraffin wax, sectioned (5 µm) and mounted on slides. After de-waxing, rehydration and antigen retrieval with 0.01% sodium citrate buffer (pH 6.0) (Sigma Aldrich), tissue sections were blocked with blocking buffer containing 3% bovine serum albumin (BSA) and 0.05% Tween-20 at room temperature for 1 h and incubated with primary antibodies (Table S7) overnight at 4°C. Secondary antibodies conjugated to Alexa Fluor (Table S7) were used to detect the antigen and DNA was stained with Hoechst 33342. The cell count was obtained by calculating the marker-positive cells per tubule of the testicular cross-sections. At least 50 tubules were quantified and averaged for each mouse; the experiment was repeated three times.

For whole-mount staining, freshly isolated tissues were fixed in 4% PFA overnight at 4°C, permeabilized in blocking buffer containing 5% donkey serum, 3% BSA, 0.5% Triton X-100 and 0.05% Tween-20 overnight at 4°C and then incubated with primary antibodies (Table S7) for 1-3 days at 4°C. Secondary antibodies conjugated to Alexa Fluor (Table S7) were incubated for an additional 1-3 days at 4°C. After washing in PBS, samples were mounted with PBS on the slides. Fluorescent images were captured by confocal microscopy (LSM 780; Carl Zeiss).

### Isolation of single testicular cells by FACS

Single cells were isolated as described previously (Wang et al., 2019). Briefly, a total of six testes from three different mice per genotype were collected and decapsulated in Hank's Balanced Salt Solution (HBSS, Gibco). Testicular tubules were digested in 15 ml conical tube containing 5 ml (1 mg ml^−1^) of collagenase (Type IV, Sigma Aldrich)/DNase I (Sigma Aldrich) solution in HBSS at 37°C with gentle agitation for 15 min. The dispersed tubules were then digested with 0.25% trypsin/EDTA and DNase I at 37°C with gentle agitation for 10 min. When most of the cells were dispersed, trypsin was neutralized by adding 20% fetal bovine serum (FBS). The cell suspensions were filtered through a pre-wetted 70 µm cell strainer (Corning) and were pelleted by centrifugation at 300 ***g*** for 5 min. The cell pellets were resuspended in HBSS with 15% FBS at a concentration of 1×10^6^ cells ml^−1^.

For FACS analysis, the cells were stained with 1 µg ml^−1^ DAPI to exclude dead cells and stained with DRAQ5 dye (Thermo Fisher Scientific) to quantify DNA content, filtered through a 40 µm cell strainer before loading on a MoFlo Astrios EQ high-speed cell sorter (Beckman Coulter). Flow data analysis was performed using Summit software V6.3.016900 (Beckman Coulter). All testicular cells were sorted into HBSS supplemented with 15% FBS and freshly isolated cells were immediately used for scRNA-seq library preparation.

### RNA-seq library preparation

Total RNA was isolated using a RNeasy Micro Kit and the libraries were constructed using a Universal RNA-Seq Library Preparation Kit (TECAN, 0364) according to the manufacturer's protocol. In brief, double-stranded cDNA was generated with a mixture of random and poly (T) primers, followed by fragmentation of double-stranded cDNA, end repair, adaptor ligation, strand selection, targeted transcript depletion with AnyDeplete, and PCR amplification. The final PCR-amplified libraries were sequenced on an Illumina HiSeq 2500 platform at the NIDDK Genomic Core Facility. Total RNA was isolated from pools of two testes from the same mouse for each library. ‘AnyDeplete’ was used to remove rRNA. Both control and *Dis3* cKO RNA-seq libraries contained five biological replicates.

### scRNA-seq library preparation

scRNA-seq libraries were prepared using Chromium Single Cell 3′ Reagent Kits v3 (10X Genomics) according to the manufacturer's instructions. Briefly, cells obtained from FACS were mixed with a suspension containing barcoded beads and UMI (unique molecular identifier) elements that allow specific tagging of messenger RNA. After partitioning thousands of cells into nanoliter-scale Gel Bead-In-EMulsions (GEMs) and barcoding, full-length barcoded cDNA was then amplified by PCR to generate sufficient mass for library construction. Libraries were constructed by fragmentation, end repair, A-tailing, adaptor ligation and index PCR. After ensuring adequate quality of the cDNA libraries, the samples were sequenced on an Illumina NovaSeq 6000 platform at the NHLBI Genomic Core Facility.

### RNA-seq analysis

Low quality bases and adaptors were trimmed from raw sequence reads with cutadapt v2.7 using parameters -q 20 -a AGATCGGAAGAGC -minimum-length 25. Trimmed reads were mapped to the mouse GRCm39/mm39 genome assembly using HISAT2 v2.1.0 with default parameters (Kim et al., 2019). Aligned reads were counted based on annotation of GENCODE Release M34 using subread featureCounts v1.6.4 with default parameters (Liao et al., 2014), except that the ‘-s’ option was used to specify appropriate strands. Differential expression analysis was carried out in R v3.5.1 version with DESeq2 v1.22.1 (Love et al., 2014). Gene biotype for each transcript was determined according to the annotated ‘gene_biotype’ in the GENCODE M34 GTF file.

### PROMPT analysis

Reads were counted and analyzed from the same BAM files using the same methods as RNA-seq analysis described above, with three modifications:

(1) The annotation file containing PROMPT regions is the unique feature for each of the selected 30,166 transcripts whose PROMPTs do not overlap with any other annotated gene feature. The PROMPT region is −3 kb to −1 bp upstream of the transcription start site.
(2) Because PROMPTs are transcribed bidirectionally with the respect to the downstream genes, we performed sense, antisense and unstranded analysis.
(3) The normalization was estimated based on the library size factor using read counts of all the genes in the GENCODE M34 GTF file for differential gene expression analysis. Gene biotype for each transcript was determined according to the annotated ‘gene_biotype’ in the GENCODE M34 GTF file.

### Correlation analysis between PROMPTs and downstream transcripts

Adjusted *P*-value is false discovery rate (FDR), an arbitrary upper bound on the percentage of false positives of a selected gene list. It was calculated using Benjamini-Hochberg procedure as implemented in DESeq2 software for RNAs-seq analysis. In this method, the *P*-values of gene-wise significant testing are first sorted and ranked. The smallest value is given rank 1, the second is given rank 2, and the largest is given rank N. Then, each *P*-value is multiplied by N and divided by its assigned rank to give the adjusted *P*-values. All the genes that have an adjusted *P*<0.05 in both differential gene expression analysis and PROMPT analysis are included to test whether the log_2_ fold change values are correlated between the accumulation of PROMPTs and their downstream genes using Pearson correlation coefficient analysis.

### scRNA-seq data processing

Raw read processing was carried out using the CellRanger Single-Cell Software Suite (version 3.1, 10X Genomics). In brief, the demultiplexed FASTQ files (28 bp Cell barcode and UMI Read1, 8 bp i7 index, and 100 bp Read2) were generated using the CellRanger *mkfastq* command. The primary data analyses, which included alignment, filtering, barcode counting and UMI quantification for determining gene transcript counts per cell (generated a gene-barcode matrix), quality control, clustering and statistical analysis, were performed using the CellRanger *count* command. Gene positions were annotated using Ensembl build 93 and filtered for biotype (only protein-coding, long intergenic non-coding RNA, antisense, immunoglobulin or T-cell receptor).

### Single-cell transcriptomes to identify cell types

Raw gene expression matrices generated per sample using CellRanger (version 3.1) were imported into R (version 3.6.3) and converted to a Seurat object using the Seurat R package (version 3.1.5) (Butler et al., 2018). Cells that had either fewer than 250 or more than 10,000 expressed genes, or more than 10% UMIs derived from mitochondrial genome were discarded. For the remaining cells, gene expression matrices were normalized with ‘scale.factor=10000 and log1p’ using Seurat *NormalizeData* function. Then, we applied ‘sctransform normalization’ to the data using the Seurat *SCTransform* function with parameter ‘vars.to.regress=c(‘nCount_RNA’, ‘percent.mt’)’, in which gene expression matrices were normalized and scaled, and the highly variably genes (HVGs) were identified. The resulting HVGs were used as features for dimensionality reduction and clustering. The Seurat *RunPCA* was performed to calculate principal components (PCs), which hold the most differences, to separate the cells. The *RunUMAP* function with default setting was then applied to plot the top 35 PCs. The *FindClusters* function with resolution=0.6 parameter was carried out to cluster cells into different groups. Cell cycle scores were calculated using Seurat *CellCycleScoring* function, which shows the cell cycle phase. The canonical marker genes were applied to annotated cell clusters to identify biological cell types.

### Re-clustering of the spermatogonial types

To identify sub-clusters within the spermatogonia-specific cell type, we re-analyzed cells that belonged to spermatogonial cell type. Specifically, cells from the spermatogonial cluster were extracted and germ cell marker genes of *Dazl* and *Ddx4* were used to further confirm cell identity. Cells that did not express specific markers of germ cells were excluded from subsequent analyses. Next, we applied ‘sctransform normalization’ for the data, as described above; cell cycle scores were also calculated using Seurat *CellCycleScoring* function and the gene expression matrices were then further normalized to cell cycle scores. After that, we applied principle component analysis on the selected HVGs for dimensionality reduction. We further performed batch effect correction using Harmony, because a batch effect was observed between control and *Dis3* cKO cells (Korsunsky et al., 2019). A Shared Nearest Neighbor (SNN) graph was constructed from the first 15 Harmony aligned coordinates using the Seurat *FindNeighbors* function. Using the graph-based clustering approach implemented in the *FindClusters* function of the Seurat package, with a conservative resolution of 0.3 and otherwise default parameters, UMAP plots of cells were constructed using the default of the UMAP function *RunUMAP* (Becht et al., 2018).

### Identification of marker genes

To identify marker genes for these cell types, we compared the gene expression values of cells from the cluster of interest with that of cells from the rest of the clusters using the Seurat *FindMarkers* function with default parameter of Wilcoxon rank-sum test. Marker genes were defined based on the following criteria: (1) the average expression value in the cluster of interest was at least 2.5-fold higher than the average expression in the rest of clusters; (2) marker genes should be detectable in at least 10% of the cells in the cluster of interest; and (3) marker genes should have the highest mean expression in the cluster of interest compared with the rest of clusters.

### Gene function analysis

Gene Set Enrichment Analysis (GSEA, version 4.3) was used to complete GO term and pathway enrichment analysis with the Molecular Signatures Database (MSigDB, version 7.1) C5 GO gene sets and C2 curated gene sets (Canonical pathways), respectively.

### Pseudotime analysis

Monocle 3 was used to perform pseudotime analysis. Seurat object for spermatogonial types was converted to Monocle object, and metadata and UMAP embedding were also passed to Monocle object. Data were processed using the ‘preprocess_cds’ function. Cells were clustered using the ‘cluster_cells’ function with cluster_method=‘leiden’. The trajectory graph was learned with the ‘learn_graph’ function and cells were ordered in pseudotime with the ‘order_cells’ function. The pseudotime trajectory plot was generated for the spermatogonial cells.

### RNA velocity analysis

We ran *velocyto* on Cell Ranger using the velocyto R package (version 0.6). ‘Seurat’ and ‘SeuratWrappers’ (version 0.2) were used to process *velocyto* output data, and RNA velocity was estimated using *velocyto.R* function ‘gene.relative.velocity.estimates’. TRNA velocities were then visualized on existing embedding UMAP. RNA velocity analysis was performed in control and *Dis3* cKO spermatogonia separately.

### Gene regulatory network analysis by SCENIC

Investigation of gene regulatory networks was performed using SCENIC in R (Aibar et al., 2017) on control and *Dis3* cKO spermatogonia separately. SCENIC explores gene regulatory networks by identifying transcription factor co-expressed modules with significant motif enrichment. The normalized expression matrix and cell type information generated from Seurat was used as SCENIC input (Van de Sande et al., 2020). Analysis was performed using the mm9 mc9nr motif collection with a window of 10 kb around the transcription start site for running RcisTarget. Heatmaps of gene regulons were plotted using the pheatmap function in R.

### Statistical analysis

Data are mean±s.d. Statistical analyses were performed using GraphPad Prism. The differences between two groups were compared using a two-tailed Student's *t*-test. The significance was defined as ns (no significance), *P<0.05, **P<0.01, ***P<0.001 and ****P<0.0001.

## Supplementary Material

10.1242/develop.202579_sup1 Supplementary information

Table S1.

Table S2.

Table S3.

Table S4.

# Supplementary material for: DIS3 ribonuclease is essential for spermatogenesis and male fertility in mice
**Source:** Development. 2024 Jul 2;151(13):dev202579. doi: 10.1242/dev.202579
**Supplement:** Supplementary information

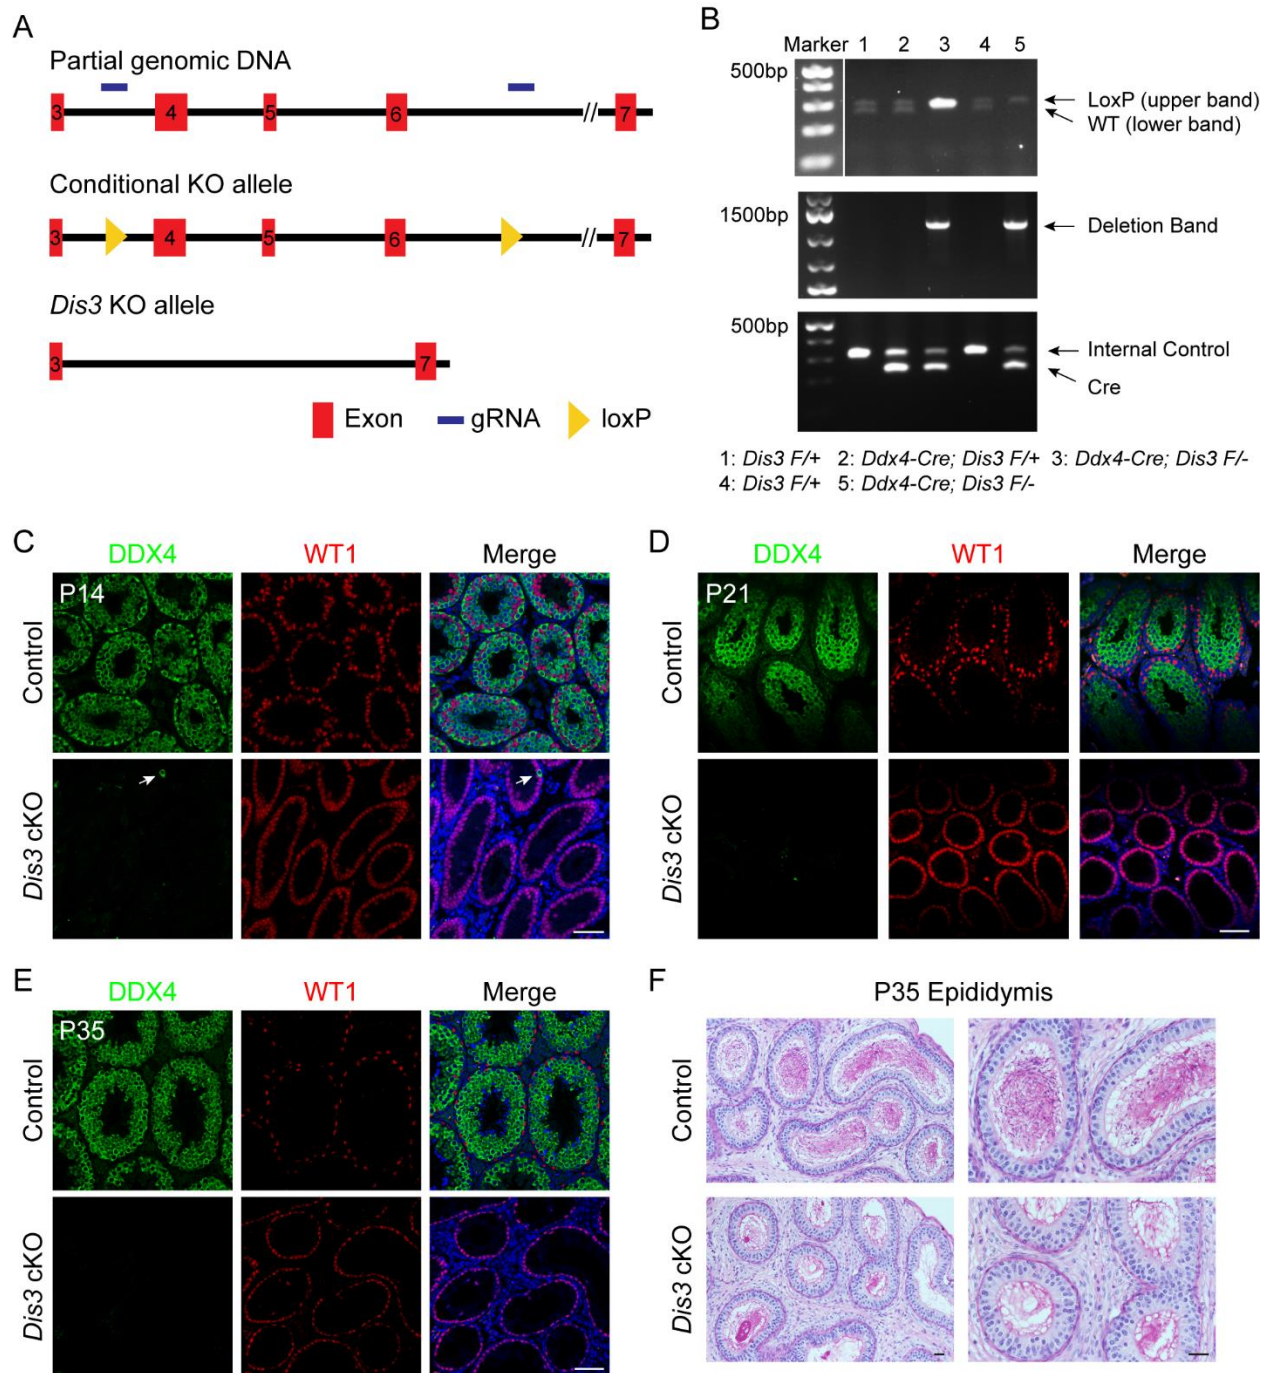

**Fig. S1. *Dis3* is required for maintenance of early spermatogenic lineage.** (A) Exon map of the mouse *Dis3* locus based on Ensembl (ENSMUSG00000033166). Two guide RNAs (gRNAs) were designed and two loxP sites were inserted as shown in the map. Exons 4 to 6 were deleted after crossing with a *Ddx4*-cre transgenic mouse line, leading to a frame shift mutation of *Dis3* gene. (B) PCR genotyping strategies to detect right loxP band (34 bp longer than wildtype band),

deletion band (only deleted allele can be amplified) and *cre* band. The genotypes of the five mice were shown. (C) Co-immunostaining of DDX4 (left) or WT1 (middle) and merged with Hoechst 33342 to stain DNA (right) in P14 control and *Dis3* cKO testes. Arrow, germ cell. Scale bar, 50  $\mu$ m. (D) Same as (C), but in P21 control and *Dis3* cKO testes. (E) Same as (C), but in P35 control and *Dis3* cKO testes. (F) PAS staining of cauda epididymides from P35 control and *Dis3* cKO mice. Scale bar, 50  $\mu$ m. Representative of n=3 (C-F) independent biological replicates with similar results per condition.

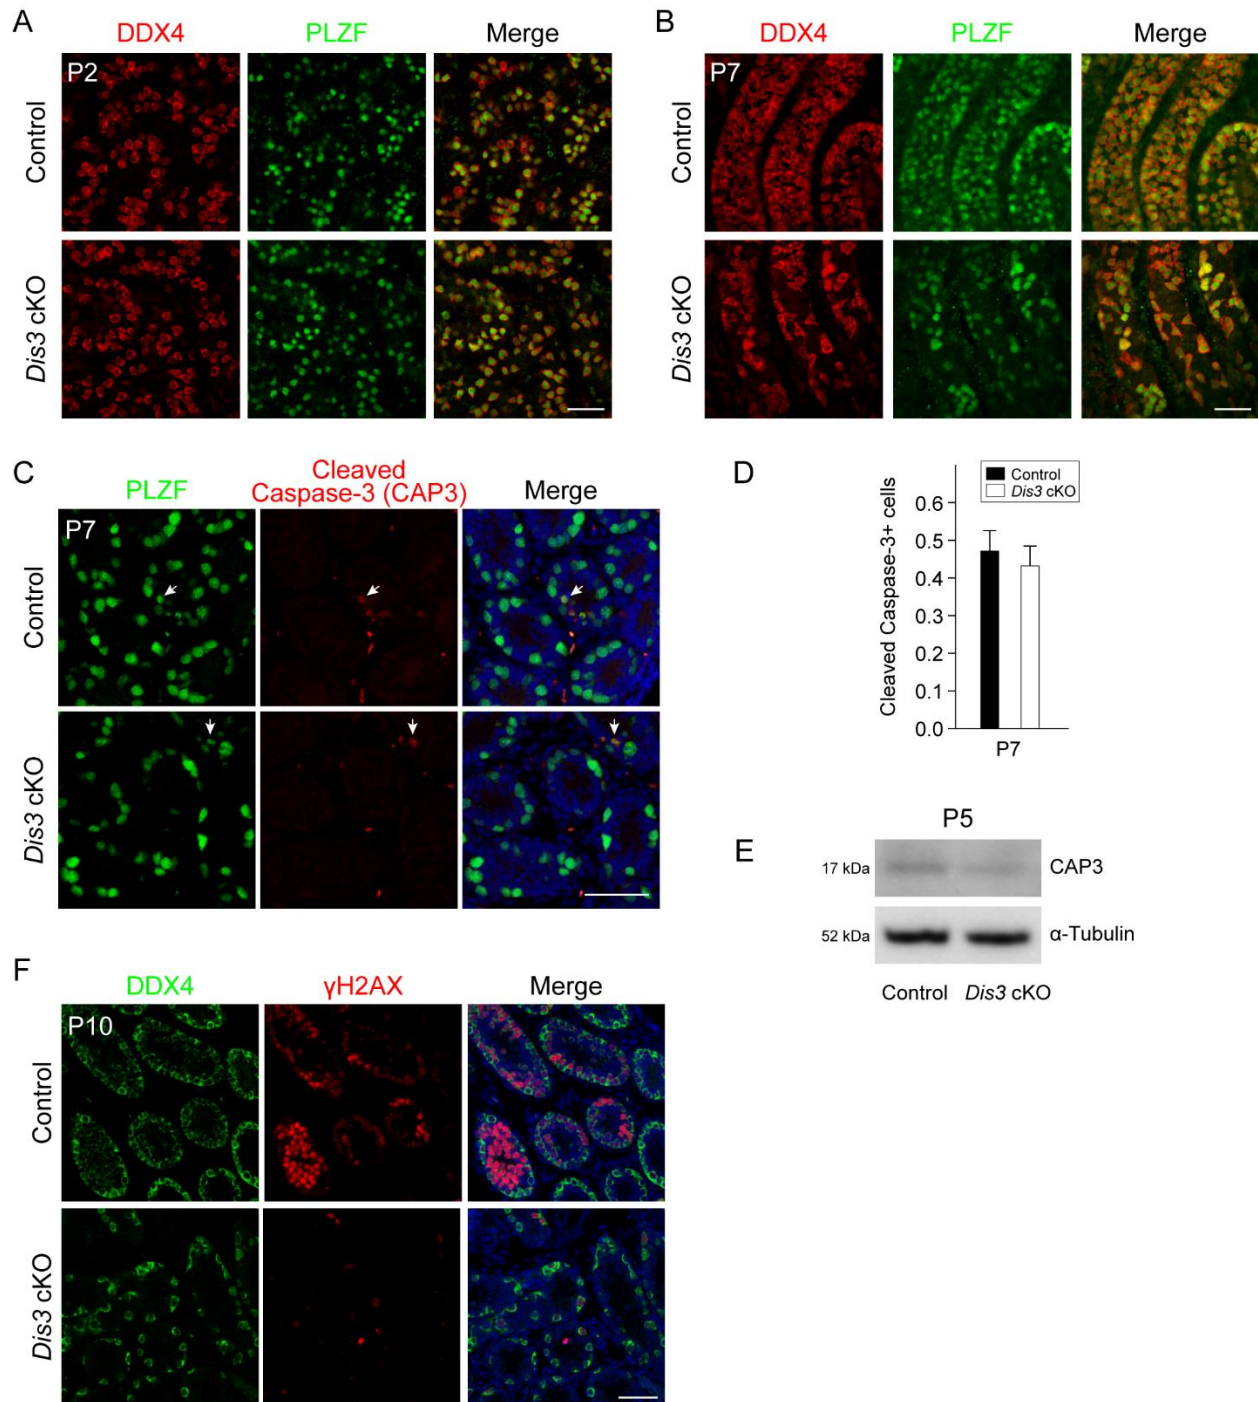

**Fig. S2. *Dis3* is essential for spermatogonial maintenance.** (A) Immunofluorescence of whole-mount testes from P2 control and *Dis3* cKO mice after staining with antibodies to DDX4 (left) or PLZF (middle) and merged (right). Scale bar, 50  $\mu$ m. (B) Same as (A), but from P7 control and *Dis3* cKO mice. (C) Immunofluorescence staining of P7 control and *Dis3* cKO testicular sections

with antibodies to PLZF (left) or cleaved caspase-3 (middle) and merged with Hoechst 33342 to stain DNA (right). Arrows, both PLZF- and cleaved caspase-3-positive cells. Scale bar, 50  $\mu$ m.

(D) Statistical analysis of cleaved caspase-3-positive cells per tubule. Mean  $\pm$  s.d. (E)

Immunoblot of cleaved caspase-3 protein in P5 control and *Dis3* cKO testes using  $\alpha$ -tubulin, as also shown in Fig. 2C, as a load control. (F) Co-immunostaining of DDX4 and  $\gamma$ -H2AX in P10 testicular sections from control and *Dis3* cKO mice. The DNA was stained with Hoechst 33342. Scale bar, 50  $\mu$ m. Representative of n=3 (A-C), (E) and (F) independent biological replicates with similar results per condition. n=3 (D) biologically independent testes from three different animals were analyzed.

A

## Gene Ontology (upregulated)

| GO enrichment                                | Count | P value |
|----------------------------------------------|-------|---------|
| Regulation of transcription from RNA         | 148   | 3.2E-21 |
| Polymerase II promoter                       |       |         |
| Regulation of transcription                  | 375   | 6.7E-21 |
| Tube development                             | 85    | 1.2E-20 |
| Positive regulation of RNA metabolic process | 109   | 2.1E-18 |
| Cell adhesion                                | 129   | 6.3E-17 |
| Actin filament-based process                 | 59    | 2.5E-15 |
| Phosphate metabolic process                  | 170   | 7.9E-15 |
| Heart development                            | 66    | 4.1E-14 |
| Cell projection organization                 | 83    | 4.8E-14 |
| Phosphorylation                              | 145   | 1.0E-13 |
| Tissue morphogenesis                         | 68    | 1.0E-13 |
| Morphogenesis of an epithelium               | 55    | 2.8E-13 |
| Vasculature development                      | 69    | 4.2E-13 |
| Blood vessel development                     | 67    | 1.2E-12 |
| Cytoskeleton organization                    | 79    | 1.0E-11 |
| Epithelium development                       | 66    | 5.1E-10 |
| Urogenital system development                | 41    | 2.3E-8  |

B

## KEGG Pathway (upregulated)

| Enrichment terms                   | Count | P value |
|------------------------------------|-------|---------|
| Focal adhesion                     | 64    | 6.7E-17 |
| Pathways in cancer                 | 78    | 1.3E-12 |
| Adherens junction                  | 30    | 1.8E-10 |
| Axon guidance                      | 41    | 2.0E-10 |
| ECM-receptor interaction           | 30    | 2.1E-9  |
| Dilated cardiomyopathy             | 27    | 1.7E-6  |
| Vascular smooth muscle contraction | 31    | 4.5E-6  |
| GnRH signaling pathway             | 27    | 5.0E-6  |
| Regulation of actin cytoskeleton   | 45    | 1.2E-5  |
| Wnt signaling pathway              | 34    | 2.4E-5  |
| MAPK signaling pathway             | 51    | 2.5E-5  |
| Gap junction                       | 23    | 5.8E-5  |
| Calcium signaling pathway          | 39    | 7.5E-5  |
| Endocytosis                        | 37    | 1.1E-3  |
| Notch signaling pathway            | 14    | 1.6E-3  |
| Insulin signaling pathway          | 24    | 1.8E-2  |
| TGF-beta signaling pathway         | 16    | 3.8E-2  |

C

## Gene Ontology (downregulated)

| GO enrichment           | Count | P value |
|-------------------------|-------|---------|
| Translation             | 118   | 1.2E-29 |
| rRNA processing         | 58    | 1.1E-25 |
| Cell cycle              | 124   | 6.6E-16 |
| DNA replication         | 39    | 2.8E-11 |
| Cell division           | 78    | 5.5E-11 |
| Ribosome biogenesis     | 32    | 6.0E-11 |
| Meiotic cell cycle      | 33    | 8.1E-11 |
| Spermatogenesis         | 81    | 2.5E-10 |
| piRNA metabolic process | 16    | 9.7E-9  |
| RNA splicing            | 53    | 1.4E-8  |
| mRNA processing         | 64    | 2.4E-8  |
| tRNA processing         | 24    | 2.9E-6  |
| RNA processing          | 21    | 1.0E-5  |
| Nucleosome assembly     | 24    | 9.9E-5  |
| Synapsis                | 11    | 3.0E-4  |
| Gene silencing by RNA   | 15    | 3.3E-4  |
| Male meiosis            | 10    | 8.2E-4  |
| snRNA processing        | 6     | 5.2E-3  |

D

## KEGG Pathway (downregulated)

| Enrichment terms                            | Count | P value |
|---------------------------------------------|-------|---------|
| Ribosome                                    | 66    | 1.9E-26 |
| Proteasome                                  | 28    | 1.0E-15 |
| Metabolic pathways                          | 209   | 4.3E-12 |
| RNA transport                               | 50    | 2.9E-11 |
| Cell cycle                                  | 37    | 1.0E-8  |
| Parkinson's disease                         | 41    | 1.9E-8  |
| DNA replication                             | 17    | 1.4E-7  |
| Huntington's disease                        | 47    | 2.0E-7  |
| Spliceosome                                 | 33    | 6.6E-6  |
| Alzheimer's disease                         | 40    | 6.7E-6  |
| mRNA surveillance pathway                   | 23    | 3.8E-4  |
| Protein processing in endoplasmic reticulum | 31    | 3.0E-3  |
| RNA degradation                             | 16    | 2.5E-2  |

E

| Biotype                            | PROMPTs ref | PROMPTs:sense |      | PROMPTs:antisense |       |      | PROMPTs:unstranded |      |
|------------------------------------|-------------|---------------|------|-------------------|-------|------|--------------------|------|
|                                    |             | Up            | Down | Up                | (Up%) | Down | Up                 | Down |
| lncRNA                             | 4,597       | 45            | 0    | 168               | 3.65  | 2    | 193                | 1    |
| miRNA                              | 516         | 5             | 0    | 17                | 3.29  | 2    | 20                 | 0    |
| processed pseudogene               | 6,327       | 33            | 6    | 81                | 1.28  | 7    | 104                | 16   |
| protein coding                     | 13,269      | 179           | 16   | 2,388             | 18.00 | 13   | 2,162              | 23   |
| rRNA                               | 125         | 1             | 0    | 3                 | 2.40  | 0    | 4                  | 0    |
| snoRNA                             | 550         | 1             | 0    | 8                 | 1.45  | 1    | 7                  | 0    |
| snRNA                              | 679         | 9             | 0    | 16                | 2.36  | 1    | 19                 | 0    |
| TEC                                | 739         | 6             | 0    | 21                | 2.84  | 1    | 21                 | 1    |
| transcribed unprocessed pseudogene | 162         | 1             | 0    | 4                 | 2.47  | 0    | 4                  | 0    |
| unprocessed pseudogene             | 2,201       | 4             | 1    | 16                | 0.73  | 0    | 17                 | 1    |
| IG_V_gene                          | 196         | 0             | 0    | 1                 | 0.51  | 0    | 0                  | 0    |
| IG_V_pseudogene                    | 137         | 0             | 0    | 1                 | 0.73  | 2    | 3                  | 0    |
| misc RNA                           | 208         | 0             | 0    | 9                 | 4.33  | 0    | 10                 | 0    |
| pseudogene                         | 20          | 0             | 0    | 1                 | 5.00  | 0    | 1                  | 0    |
| TR_V_gene                          | 105         | 0             | 0    | 1                 | 0.95  | 0    | 0                  | 0    |
| transcribed processed pseudogene   | 143         | 0             | 0    | 5                 | 3.50  | 0    | 7                  | 0    |
| transcribed unitary pseudogene     | 14          | 0             | 0    | 2                 | 14.29 | 0    | 2                  | 0    |
| Total                              |             | 284           | 23   | 2,742             |       | 29   | 2,574              | 42   |

**Fig. S3. RNA-seq analysis of P4 control and *Dis3* cKO testes.** (A) GO enrichment analysis of up-regulated transcripts in P4 *Dis3* cKO testes. GO terms were obtained by DAVID analysis. P value was obtained from the data by DAVID analysis. (B) KEGG pathway analysis of up-regulated genes in *Dis3* mutant testes. The enriched terms were obtained by DAVID analysis. P value was obtained from the data by DAVID analysis. (C) Same as (A), but for down-regulated transcripts. (D) Same as (B), but for down-regulated genes. (E) An overview of the gene biotypes for these differentially expressed PROMPTs-associated transcripts shown in Figure 5E.

A Cell Ranger report of the sequencing data

| Samples         | Number of cells | Number of reads | Total genes | Mean reads/cell | Median genes/cell | Median UMI/cell |
|-----------------|-----------------|-----------------|-------------|-----------------|-------------------|-----------------|
| Control         | 17,242          | 869,712,029     | 24,648      | 50,441          | 3,484             | 10,240          |
| <i>Dis3</i> cKO | 12,794          | 1,093,390,982   | 24,956      | 85,461          | 4,132             | 13,989          |

Summary for each sample (cleaned data)

| Samples         | Number of cells | Number of UMI | Total genes | Mean genes/cell | Median genes/cell | Mean UMI/cell | Median UMI/cell |
|-----------------|-----------------|---------------|-------------|-----------------|-------------------|---------------|-----------------|
| Control         | 16,429          | 263,340,632   | 22,552      | 3,830           | 3,555             | 16,029        | 10,537          |
| <i>Dis3</i> cKO | 12,015          | 216,887,266   | 22,858      | 4,205           | 4,209             | 18,051        | 14,400          |

B

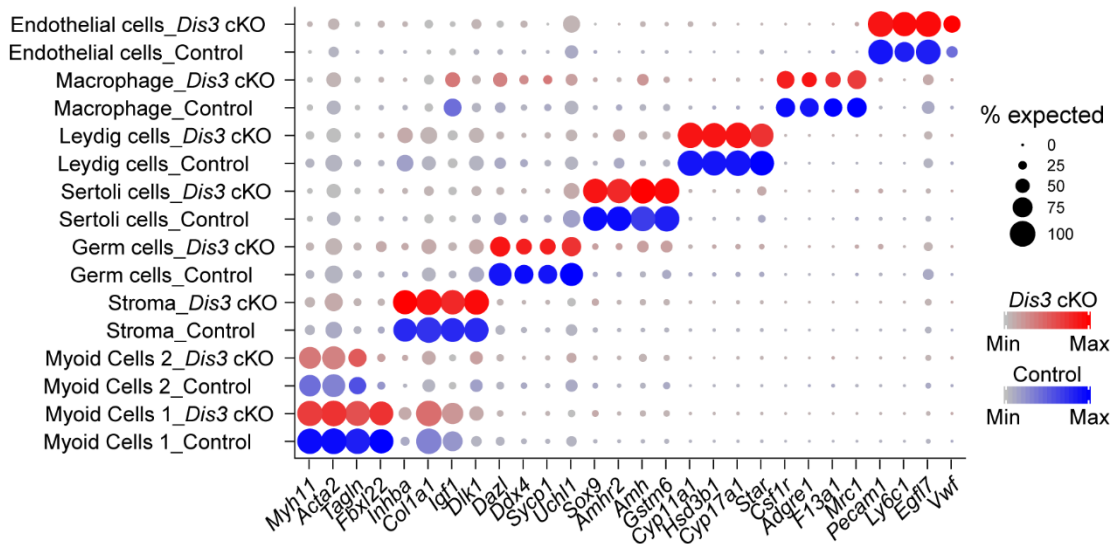

C

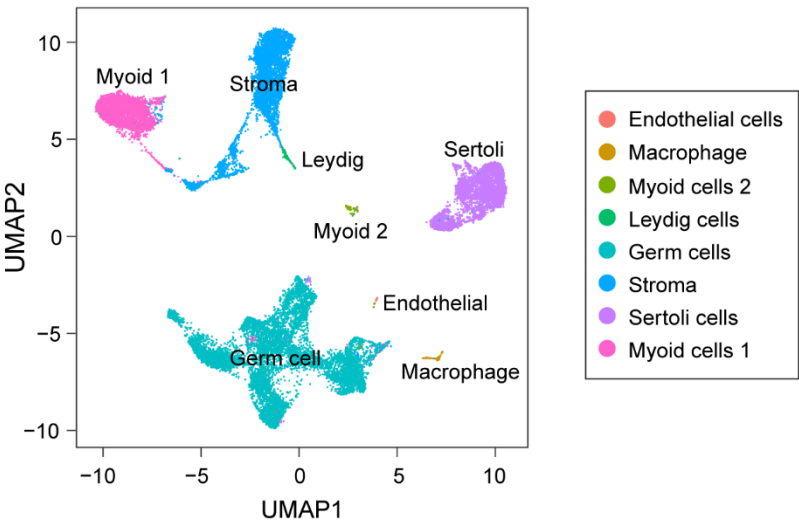

**Fig. S4. scRNA-seq profiles and cell type identification of P6 control and *Dis3* cKO testicular cells.** (A) scRNA-seq data metrics before and after filtering. (B) Dot plot for the expression of selected marker genes across all identified cell types. (C) UMAP plot of identified cell clusters from P6 control and *Dis3* cKO testicular cells. Each dot represents a single cell and cell types are indicated by colors.

**A** Summary for spermatogonia (cleaned data)

| Samples | Number of cells | Number of UMI | Total genes | Mean genes/cell | Median genes/cell | Mean UMI/cell | Median UMI/cell |
|---------|-----------------|---------------|-------------|-----------------|-------------------|---------------|-----------------|
| SPG1    | 1,519           | 61,164,503    | 21,943      | 6,838           | 6,824             | 40,266        | 38,544          |
| SPG2    | 1,151           | 41,760,233    | 21,565      | 6,473           | 6,600             | 36,282        | 35,522          |
| SPG3    | 874             | 28,484,713    | 20,529      | 5,472           | 6,730             | 32,591        | 37,021          |
| SPG4    | 1,383           | 45,924,795    | 20,875      | 6,262           | 6,264             | 33,231        | 31,892          |

**B**

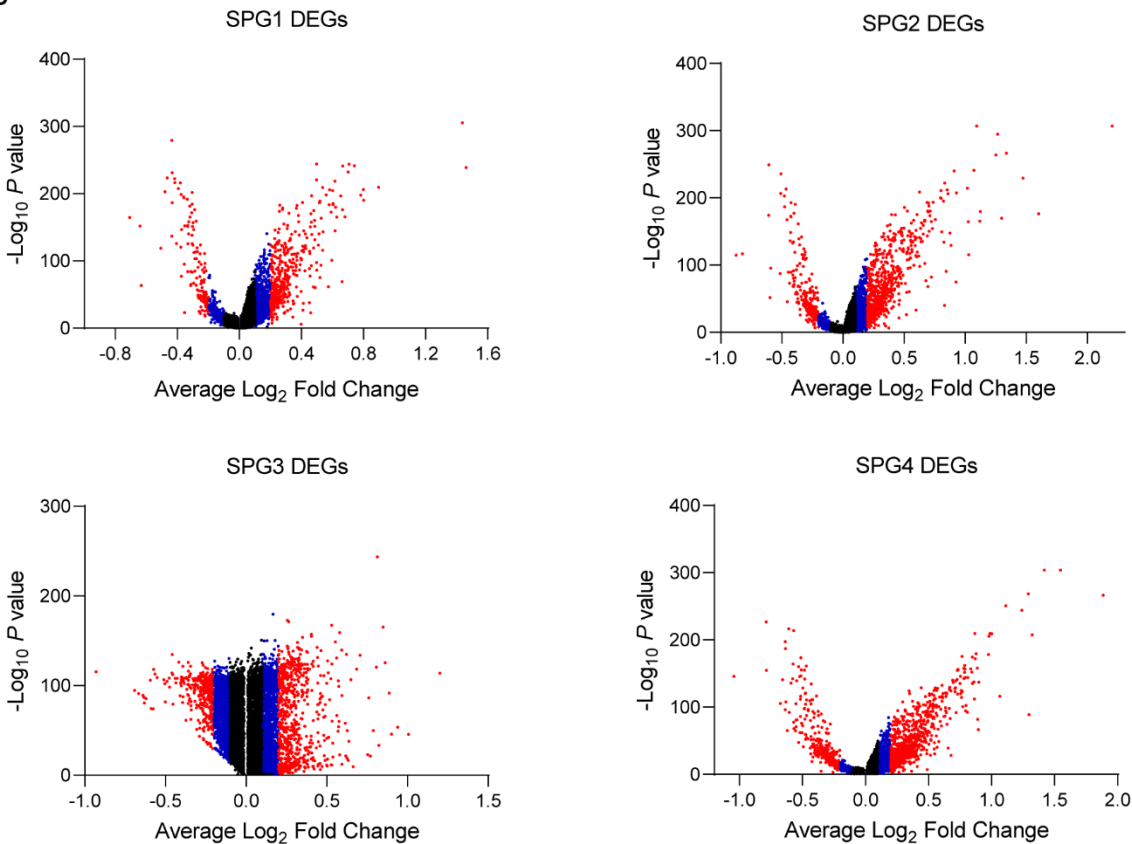

**C**

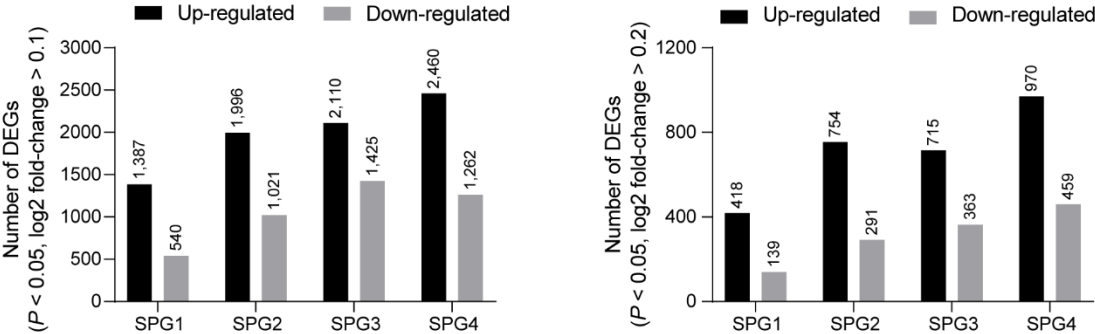

**Fig. S5. Differential gene expression analyses in different spermatogonial subtypes.** (A) Sequencing metrics of cleaned data for spermatogonia. (B) Volcano plots showing differentially expressed genes (DEGs) of each spermatogonial subtype. Blue points have a  $\log_2$  fold change  $>0.1$ , red points have a  $\log_2$  fold change  $>0.2$ . (C) The number of DEGs in each spermatogonial subtype using a cutoff of  $P < 0.05$  and  $\log_2$  fold-change  $>0.1$  (left panel) and  $P < 0.05$  and  $\log_2$  fold-change  $>0.2$  (right panel) between control and *Dis3* cKO testes.

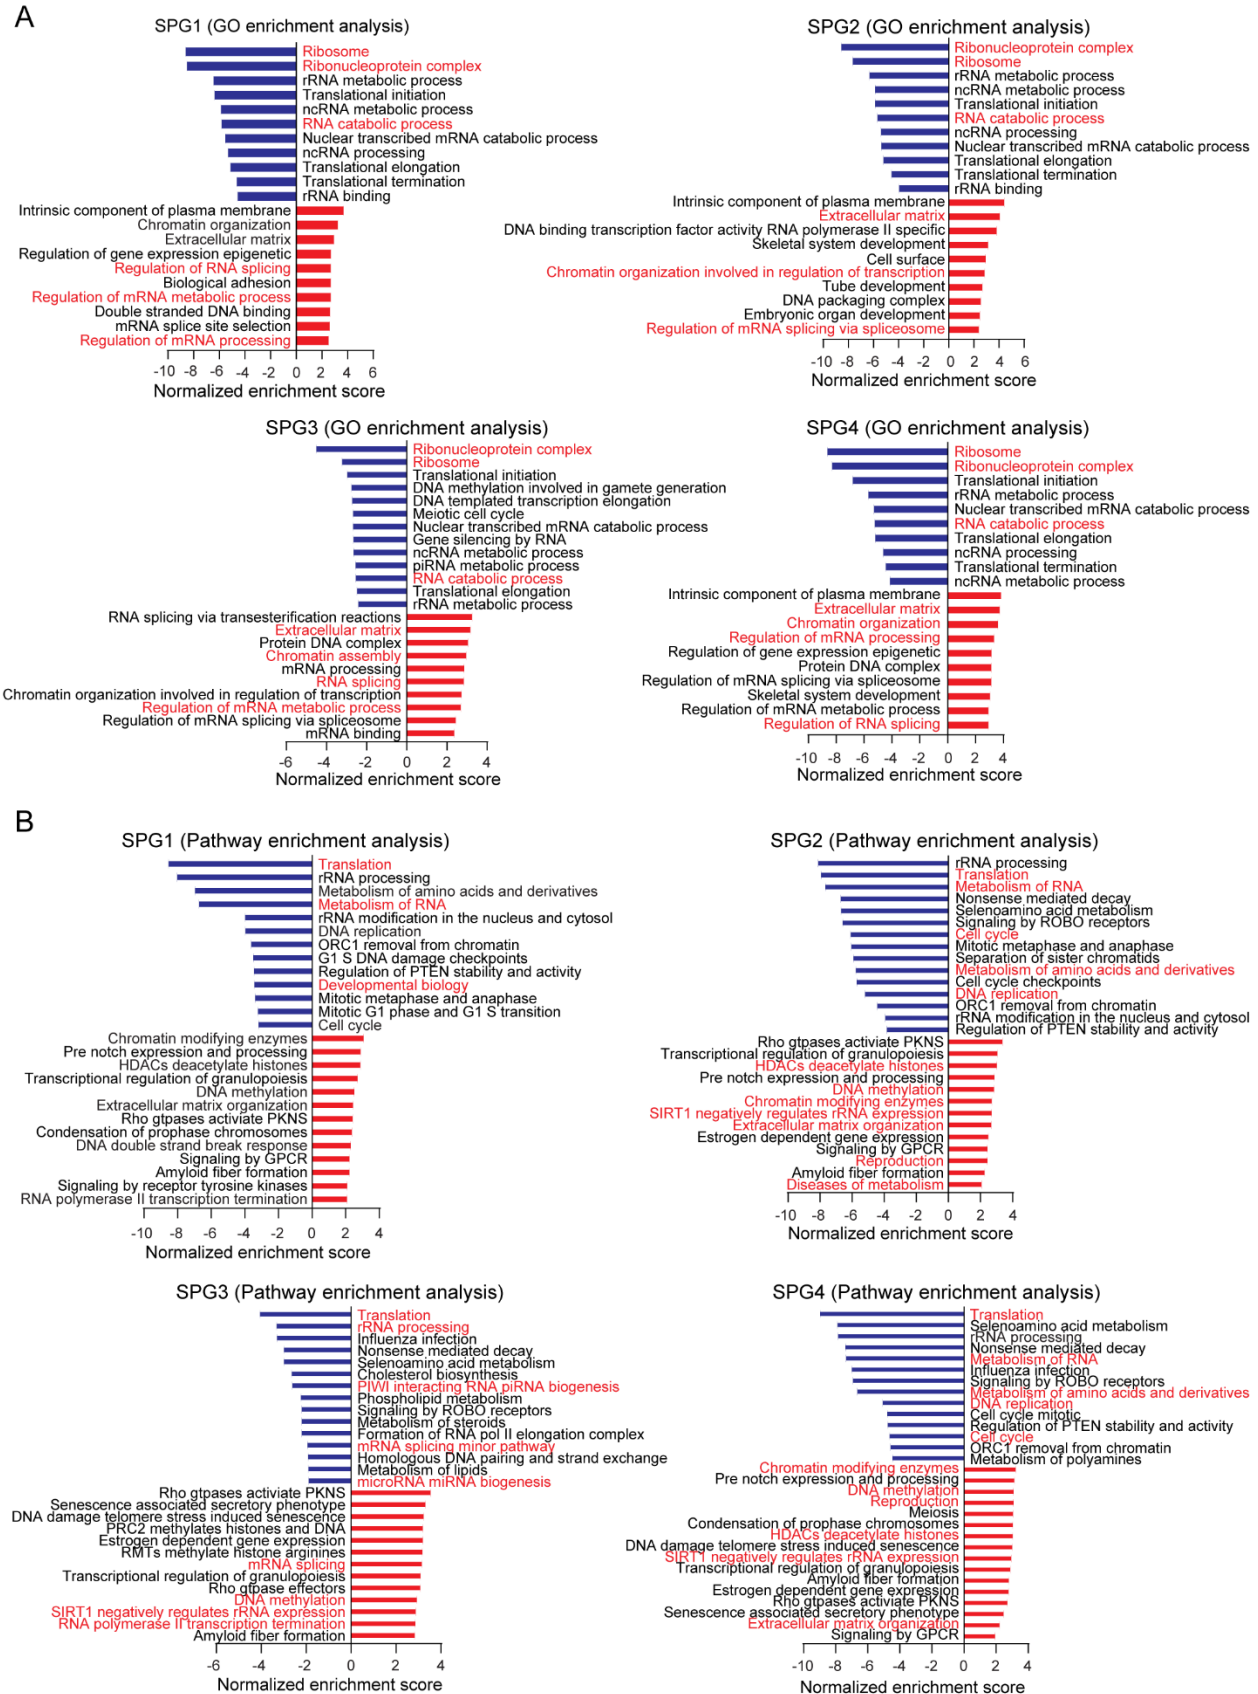

**Fig. S6. GO and pathway enrichment analyses in different spermatogonial subtypes.** (A) GO enrichment analysis of biological process categories of *Dis3* cKO spermatogonia compared with control spermatogonia in SPG1, SPG2, SPG3 and SPG4 subtype by using Gene Set Enrichment Analysis (GSEA) software and Molecular Signatures Database (MSigDB) C5 GO gene sets. (B) Pathway enrichment analysis of *Dis3* cKO spermatogonia compared with control spermatogonia in SPG1, SPG2, SPG3 and SPG4 cluster by using GSEA software and the MSigDB C2 curated gene sets.

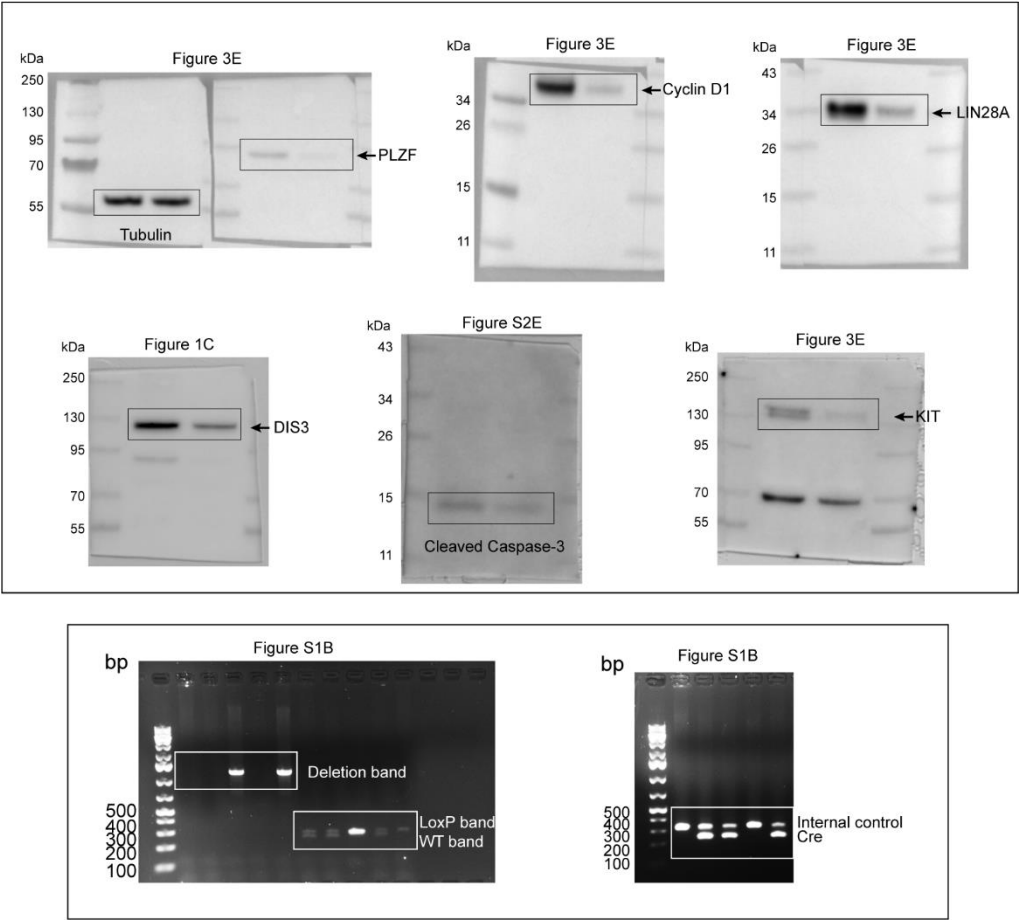

**Fig. S7. Uncropped images of PCR gels and immunoblots.** Rectangles indicate areas that were cropped for use in figures.

**Table S1.**

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202579#supplementary-data>

**Table S2.**

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202579#supplementary-data>

### Table S3.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202579#supplementary-data>

### Table S4.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202579#supplementary-data>

**Table S5. Genotyping primers for *Dis3* cKO and *Ddx4-Cre* mice**

| Gene                                  | Direction      | Primer (5'-3')             |
|---------------------------------------|----------------|----------------------------|
| <i>Dis3</i> LoxP                      | F <sup>1</sup> | GTAACATTGGAGCATCTACAG      |
|                                       | R              | CTCATGGTCATGTTAGATACTAT    |
| <i>Dis3</i> Deletion                  | F              | ACCACAGGGCTACCTAAATTTAACA  |
|                                       | R              | CCTTCCCATCTCAAGCAGAG       |
| <i>Ddx4-cre</i><br>(Internal control) | F              | CAAATGTTGCTTGTCTGGTG       |
|                                       | R              | GTCAGTCGAGTGCACAGTTT       |
| <i>Ddx4-cre</i><br>(Transgene)        | F              | CACGTGCAGCCGTTTAAGCCGCGT   |
|                                       | R              | TTCCCATCTCTAAACAACACCCTGAA |

<sup>1</sup>F, forward; R, reverse

**Table S6. Primers used for RT-PCR**

| Gene            | Direction      | Primer (5'-3')          |
|-----------------|----------------|-------------------------|
| <i>Dis3</i>     | F <sup>1</sup> | GCTGCACCAGATTGATGTCCT   |
|                 | R              | CTGATTCGCTTGTAGATGGGG   |
| <i>Plzf</i>     | F              | CTGGGACTTTGTGCGATGTG    |
|                 | R              | CGGTGGAAGAGGATCTCAAACA  |
| <i>Dmrt1</i>    | F              | GACCCCGCCTACTACAGCA     |
|                 | R              | GTCTGAGCAGGCACGTAAGG    |
| <i>Pramef12</i> | F              | TACAGCTCGCAATGCAAAGC    |
|                 | R              | CCTCAGGATGTAAAGTCGTTTGT |
| <i>Taf4b</i>    | F              | TTGCAGCTATTGGACCAAGGA   |
|                 | R              | GTGGCTGTTAGGCTGGAAGT    |
| <i>Nanos3</i>   | F              | GAGTCCCGTGCCATCTATCAG   |
|                 | R              | GCTGGTGAGTGGGCAAAAG     |
| <i>Rhox10</i>   | F              | GCCCAATGTCGCTTTGGAAG    |
|                 | R              | AGCTGTAGGTTTGC GTGTATTT |
| <i>Sox3</i>     | F              | GAACGCATCAGGTGAGAGAAG   |
|                 | R              | GTCGGAGTGGTGCTCAGG      |
| <i>Sohlh1</i>   | F              | CGGGCCAATGAGGATTACAGA   |
|                 | R              | TCCTGCGTTCTCTCTCGCT     |
| <i>Stra8</i>    | F              | CAAAAGCCTTGGCTGTGTTA    |
|                 | R              | AAAGGTCTCCAGGCACTTCA    |
| <i>Sycp3</i>    | F              | AGCCAGTAACCAGAAAATTGAGC |
|                 | R              | CCACTGCTGCAACACATTTCATA |
| <i>Tex19.1</i>  | F              | GGGGATTGGGGTCCCTTTATG   |
|                 | R              | GGGAAAAAGCCCATCAAGTCTC  |
| <i>Mael</i>     | F              | CCTCCCTTGTGAAATTGGCTG   |
|                 | R              | AATGGAATCGAAATCCTCGTGG  |
| <i>Hormad1</i>  | F              | GGCTCCTAGCTGTTTCAGTATCT |
|                 | R              | TTGTCCCATAAGCACGTTCTG   |
| <i>Piwi1</i>    | F              | AGACCTCATTGGAAGGTGTCA   |
|                 | R              | TGTTCCCCATTCCGAGTCTGA   |
| <i>β-actin</i>  | F              | GGCTGTATTCCCCTCCATCG    |
|                 | R              | CCAGTTGGTAACAATGCCATGT  |

<sup>1</sup>F, forward; R, reverse

**Table S7. Antibodies used for immunohistochemistry and immunoblots**

| <b>Antibody</b>                            | <b>Company</b>            | <b>Identifier</b>                  | <b>Immuno-blot</b> | <b>Immunohisto-chemistry</b> |
|--------------------------------------------|---------------------------|------------------------------------|--------------------|------------------------------|
| Rabbit anti-DIS3                           | Abcam                     | Cat# ab223767                      | 1:500              | 1:200                        |
| Mouse anti-DDX4                            | Abcam                     | Cat# ab27591;<br>RRID: AB_11139638 |                    | 1:200                        |
| Rabbit anti-WT1                            | Abcam                     | Cat# ab89901;<br>RRID: AB_2043201  |                    | 1:200                        |
| Rabbit anti-cyclin D1                      | Abcam                     | Cat# ab134175;<br>RRID: AB_2750906 | 1:1000             | 1:200                        |
| Goat anti-PLZF                             | R&D Systems               | Cat# AF2944;<br>RRID: AB_2218943   | 1:200              | 1:200                        |
| Goat anti-KIT                              | R&D Systems               | Cat# AF1356;<br>RRID: AB_354750    | 1:200              | 1:200                        |
| Rabbit anti-cleaved caspase-3              | Cell Signaling Technology | Cat# 9661;<br>RRID: AB_2341188     | 1:500              | 1:200                        |
| Rabbit anti-phospho-histone H2A.X (Ser139) | Cell Signaling Technology | Cat# 9718;<br>RRID: AB_2118009     |                    | 1:200                        |
| Rabbit anti-LIN28A                         | Cell Signaling Technology | Cat# 8641S;<br>RRID: AB_10997528   | 1:1000             |                              |
| Mouse anti-alpha tubulin                   | Thermo Fisher Scientific  | Cat# 62204;<br>RRID: AB_1965960    | 1:1000             |                              |
| Donkey anti-mouse IgG, Alexa Fluor 488     | Thermo Fisher Scientific  | Cat# A-21202                       |                    | 1:200                        |
| Donkey anti-rabbit IgG, Alexa Fluor 594    | Thermo Fisher Scientific  | Cat# A-21207                       |                    | 1:200                        |
| Donkey anti-goat IgG, Alexa Fluor 488      | Thermo Fisher Scientific  | Cat# A-11055                       |                    | 1:200                        |
| Donkey anti-mouse IgG, Alexa Fluor 594     | Thermo Fisher Scientific  | Cat# A-21203                       |                    | 1:200                        |
| Goat anti-mouse IgG, HRP                   | Thermo Fisher Scientific  | Cat# 62-6520                       | 1:5000             |                              |
| Goat anti-rabbit IgG, HRP                  | Thermo Fisher Scientific  | Cat# 31460                         | 1:5000             |                              |
| Donkey anti-goat IgG, HRP                  | Thermo Fisher Scientific  | Cat# PA1-28664                     | 1:5000             |                              |

How the deposited data were processed for this re-analysis (not part of the article)

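Bulk RNA-seq of P4 testes was examined in 5 control and 5 *Dis3* cKO libraries, each from a different mouse. Conditions were taken from the sample labels. According to the methods and the processing notes, the authors trimmed reads with cutadapt, aligned them with HISAT2 to the mouse genome and counted them with featureCounts, without a later normalization. The deposited tables hold the authors' raw integer counts per gene, on the gene's strand, and per PROMPT, on the opposite strand, and their headers name featureCounts 1.6.4 and GENCODE release 18. All columns of counts in both tables were used. The header of the gene table lists 12 alignment files, of which 10 are different, so each library enters once. The PROMPT regions were defined by the authors. Counts of PROMPTs in the sense direction and without regard to strand, the qRT-PCR and the immunoblots were not used here, and the GO and KEGG databases were not analysed here, for which lists of genes stood in. The alignments themselves were not examined.

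Tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr at its defaults (min.count of 10, min.total.count of 15), normalized by TMM and tested with edgeR's quasi-likelihood test of *Dis3* cKO against control with no other term. An adjusted p under 0.05 (Benjamini-Hochberg, two-sided) was the threshold, as in the paper, with no minimum fold change. The common biological coefficient of variation was 0.172. Log2 CPM values for the set tests and for the correlations between libraries used a prior count of 2. PROMPTs were kept at a mean of at least 3 counts per library and tested in the same way with library sizes and TMM factors of the gene counts. A gene's groups are said not to overlap when every library of one group lies above every library of the other. Values per library were compared by exact permutation tests of the difference of means. Biotypes with at least 20 tested genes were compared with Fisher's exact test, with the genes or PROMPTs tested as the background. Correlations across genes had p-values from 100000 permutations.

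Gene lists were tested as sets with limma's camera, with the preset correlation between genes of 0.01 and also with an estimated one, and adjusted over the 31 lists. The lists cover the genes of Fig. 6C, undifferentiated and differentiating spermatogonia, genes common to germ cells, the piRNA pathway, meiosis, cell cycle, DNA replication, cytosolic ribosomal proteins, ribosomal RNA processing, the RNA exosome and its cofactors, mRNA surveillance, the spliceosome, the proteasome, oxidative phosphorylation, snoRNA host genes, replication-dependent histones, extracellular matrix and adhesion, GnRH signaling, p53 targets and apoptosis, interferon-stimulated genes, the *Rhox* cluster, and markers of Sertoli, Leydig, myoid, stromal, endothelial, macrophage, erythroid, adipose and epididymal duct cells. Symbols without a match in the annotation, *Skiv2l*, *Ttc37*, *Wdr61*, *Mpp6*, *Snhg4*, *Snhg7* and *Ddx58*, were left out of their lists.

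Most genes named in the text were chosen by a rule set before the counts were seen. It takes every gene of Fig. 6C and Fig. 6D and of the immunoblotted proteins, the 10 largest increases and the 10 largest decreases among genes past the threshold with a mean of at least 50 normalized counts and no overlap of the groups, up to 4 members of each list with the lowest adjusted p, the 10 largest increases and up to 5 largest decreases among PROMPTs past the threshold with a mean of at least 20 normalized counts and no overlap, and the 2 genes with the lowest adjusted p of each noncoding biotype whose share was raised. The values of Fig. 6C in the paper had been seen when the rule was set. List members that the rule takes are left unnamed where they did not pass the threshold, and 1 further gene that it takes is not reported here. Genes and PROMPTs outside these choices were named after their values were seen. They are the parent genes of pseudogenes, the snoRNA and snRNA genes, *H2ac25*, *Ctsl*, *Pi16*, some PROMPTs called lower, and *Ddx4* and the stromal, contractile and Sertoli genes compared between the clusters of libraries.

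At 28538849 to 41104912 gene counts per library, the procedure was tested on simulated data with the means of the libraries and the spread within the groups. At simulated log2 fold changes of 0.5, 1 and 2 among 19665 tested genes, edgeR recovered 47.8%, 77.3% and 96.7% of changed genes, with 5.33% of calls false, and DESeq2, among 20043, 50.7%, 80.6% and 90.9%, with 12.9% false. With the replicate number as a block, edgeR recovered 43.3%, 71.2% and 91.8%, with 8.97% false. For PROMPTs, among 10562 tested, the shares recovered were 1.49%, 23.9% and 89.4%, with 3.80% false, so that changes of PROMPTs below 2-fold were mostly not recovered in this simulation. It changed 67, 67 and 66 of the tested regions at these folds, against 1673 called higher in the data. Fewer changed regions make the adjusted threshold stricter. The shares were not split by counts per region and may differ for the typical region. The median tested PROMPT had 5 counts per library.

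The alternatives tried for genes were DESeq2, its size factors in edgeR, no filter on low counts, the replicate number as a block, offsets that remove each library's trend over gene length (loess, span 0.3) with and without that block, the intronic percent of Table S3 as a covariate, and leaving out each library in turn. For PROMPTs they were DESeq2, its size factors in edgeR, TMM factors from the PROMPT counts, filterByExpr, no filter, the block, the intergenic percent as a covariate and leaving out each library in turn. The division into replicates 1 to 3 and replicates 4 and 5, as a term in edgeR and in DESeq2 and as subsets, and scaling of PROMPTs to all mapped base pairs were added after the data were seen. Of the splits of the 10 libraries into 5 against 5, 100 were drawn with a fixed seed, the real one included, and tested in the same way. Positions are on GRCm38, as in the deposited tables, and were not lifted to another build.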

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

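The tests of the scaling of PROMPTs and of germ cells as their source, and every value within replicates 1 to 3 or within replicates 4 and 5, were chosen only after the result was seen, whereas the other tests, the gene lists and the threshold were set before the data were examined.

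In 256 groups of 5 libraries, made up of the values per library and the normalized counts of the named genes, 1 library was compared with the others. In 17 groups it lay far from the others by Dixon's test, against 12.8 that chance would give, since chance flags about 1 in 20 groups. Of these 17, 8 were in control and 9 in *Dis3* cKO libraries, 14 concerned replicates 1 to 3 and 6 concerned *Dis3* cKO replicate 1. This library had the largest share of antisense PROMPT reads, 0.891% of assigned reads against 0.556% to 0.595% in the other *Dis3* cKO libraries, and its PROMPT counts over mapped base pairs were 104 against 73.3 to 75.4. It also had the highest intergenic and intronic percents of all libraries, 11.1% and 18.9%, which Dixon's test did not flag. Its normalized count was 289 for *Gm14546*, 154 for *E030044B06Rik*, 1657 for *Orc2* and 1039 for *Ren1*, each apart from the other *Dis3* cKO libraries. Among the other *Dis3* cKO libraries, replicate 3 had 1538.5 normalized counts for *Ccnd1* and 801 for *Bst2*, and replicate 4 had 156 for *Fggy*. Among the control libraries, replicate 1 had 133 for *Dmrtb1* and 32.6 for *Gm29202*, replicate 2 had 10.4 for *Gm37580* and 1961 for *Zfc3h1*, replicate 3 had 3137 for *Rps18-ps6* and 12222 for *Lamc1*, replicate 4 had 345 for *Meioc* and replicate 5 had 93.7 for *Tslrn1*. Without *Dis3* cKO replicate 1, 1322 PROMPTs were called higher.

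The 10 largest increases among called genes with a mean of at least 50 normalized counts and no overlap of the groups are in genes that the paper does not discuss, and by this choice all *Dis3* cKO libraries lie above all control libraries. They are *Gm14546* (log2 fold change 5.09), *Gm37580* (4.14), *Gm48242* (3.67), *Gm29202* (3.61), *4930556J02Rik* (3.60), ENSMUSG00000105115.1 (3.21), *Gm43868* (2.95), *Gm9530* (2.72), *Gm45546* (2.32) and *E030044B06Rik* (2.31). All are annotated as lncRNA or TEC apart from ENSMUSG00000105115.1, which has no entry in the release that gave the biotypes.

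The rise of lncRNA and TEC genes was tested against transcription from the start of a neighbouring gene. Of 165 lncRNA and TEC genes called higher, 73 (44.2%) start within 3000 bp upstream of the start of a gene on the other strand. Of the 2634 not called higher, 429 do (16.3%). The ratio of these shares is 2.72 (Fisher's exact test, two-sided, p = 4.77e-16). This is consistent with a part of these increases being divergent transcripts of neighbouring genes, of the kind that PROMPTs are, and other explanations for the remainder stay open and were not tested.

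Antisense PROMPTs were higher in *Dis3* cKO. A larger share of intergenic reads as the whole cause is argued against, since 1405 regions were called higher with the intergenic percent of each library as a covariate, 1389 of them among the 1673 called without it. A factor per library from the scaling by gene counts, as the whole cause, would move all regions alike, and it is argued against since 652 of the 1673 stayed higher with TMM factors from the PROMPT counts, which take such a factor out. The other 1021 regions did not pass with these factors. For these regions, a rise of PROMPTs and a fall of the gene counts they are scaled by cannot be told apart. With the factors from the PROMPT counts 9 of all calls changed sign, but this decides nothing. The factors shift the median log2 fold change by -0.71 only. Of the 1673 regions, 1609 had changed more than 2-fold, so few could change sign. Counts over mapped base pairs had a ratio of *Dis3* cKO to control of 1.61, but this decides nothing, since mapped base pairs are mostly those of genes and scaling to them shifted the median log2 fold change by -0.06 only. Of 100 splits of the libraries into 5 against 5, only the real one called as many regions, 1679 against 105 in the highest other split. This argues against chance, within the limit of 100 splits. The loss of *Dis3* in germ cells, which the design names, is among the open explanations. Of 48 tested PROMPTs upstream of genes of the germ cell lists 25 were higher (52.1%), against 2 of 41 (4.88%) upstream of genes of the somatic cell lists, those of *Ctsl* and *Pi16* (Fisher's exact test, two-sided, p = 6.08e-07), and 1495 of 7226 (20.7%) upstream of other protein-coding genes. The medians of the log2 fold change were 1.90 and 0.28 for the germ cell and somatic cell lists, at medians of 8.45 and 5.5 counts per library, and *Ctsl* and *Pi16* were named after their values were seen. Germ cells may be the source of the added PROMPT reads, a hypothesis found and tested on the same data. That 0% of the regions called higher overlap an annotated gene on the counted strand decides nothing, since the paper selected regions without such overlap and only 10 of those tested have one. Reads of transcripts that the annotation lacks, or that run on from genes farther upstream, stay open and were not tested.

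For genes, the real split called 1583 and the highest other split 1122, so that only the real one of the 100 splits called as many. This argues against chance within the limit of 100 splits, but does not exclude it. Splits that mix the genotypes add their difference to the spread within groups, which can lower their calls. The split with 1122 set 5 of the 6 libraries of replicates 1 to 3, all but *Dis3* cKO replicate 1, against the rest. It points to a structure of the samples other than the genotype. The clusters alone do not account for it. Other drawn splits with 5 of these 6 libraries on one side called 45, 22, 9, 0 and 0 genes. The 45 are also the next highest number of all splits. Within the clusters, 976 genes were higher and 557 lower in replicates 1 to 3 and 2361 and 2360 in replicates 4 and 5.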

How the results depend on the processing

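The settings with the library cluster as a term, with replicates 1 to 3 alone, with replicates 4 and 5 alone and with PROMPTs scaled to mapped base pairs were chosen only after the data were seen.

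The log2 fold change of *Dis3* kept its direction and its side of the threshold under every setting run, from -1.67 to -1.58 when single libraries were left out. So did the Fig. 6C genes as a count, with 19 to 24 of 25 lower, the share of protein-coding genes among genes called lower and among PROMPTs called higher, and the direction of the PROMPT share, with a ratio of 1.44 to 1.69 when single libraries were left out (exact permutation p up to 0.0238). Alone, replicates 1 to 3 gave a ratio of 1.49 (exact permutation p = 0.1) and replicates 4 and 5 one of 1.84 (exact permutation p = 0.333), designs too small to pass the threshold. Of the 101 named genes that were called, none changed direction. DESeq2, the replicate block and the cluster term kept 101 of these calls, removal of the length trend 90, replicates 1 to 3 alone 75, and single libraries left out 85 to 100. The 11 named PROMPTs kept their calls except 1 in replicates 1 to 3 alone.

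The number of genes called higher was 885, and 698 were lower. With a replicate block it was 1489 and 1337. The block assumes that equal numbers pair the libraries, which the data leave undecided. Deviations of same-numbered control and *Dis3* cKO libraries from their group means correlated at 0.0826 to 0.183, with 3 of 5 over 0.1. Their mean was 0.136, against 0.101 for pairs of one cluster with different numbers. Of the 10 libraries, 6 correlated best with their own number. With the cluster as a term, 1772 were higher and 1669 lower in edgeR and 2078 and 1640 in DESeq2, with 885 and 698 of the calls kept in edgeR, and with replicates 4 and 5 alone 2361 and 2360. Both settings remove variation between clusters by construction, but the cause of the higher counts was not tested. Removal of the length trend gave 572 higher and 593 lower, and with the replicate block 975 higher and 1105 lower. In both, more genes were lower than higher, unlike in the same fits with the trend kept. The cause was not tested. Leaving out single libraries gave 516 to 1173 higher and 366 to 806 lower, with the highest counts without control replicate 3. The higher count moved by more than 1.5 times without control replicates 1 (521) and 2 (516) and *Dis3* cKO replicate 2 (557), and the lower count without control replicates 1 (382), 2 (371), 4 (398) and 5 (399) and *Dis3* cKO replicates 2 (429) and 5 (366).

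PROMPTs called higher numbered 652 and those called lower 115 with TMM factors from the PROMPT counts. This follows from the setting's construction, which centres the PROMPTs and shifts their median by -0.71. Replicates 4 and 5 alone gave 438 higher, with fewer libraries. Regions called lower numbered 15 in DESeq2 with the cluster as a term and 11 in replicates 1 to 3 alone, and 4 to 12 with single libraries left out, the last without *Dis3* cKO replicate 1, and the cause was not tested.

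The correlation of PROMPTs with downstream genes was -0.0203 and changed sign in DESeq2 (0.0672), over all tested genes with a called PROMPT (0.00873) and without control replicates 2 and 3 (0.0556 and 0.0150) and *Dis3* cKO replicates 2 and 4 (1.89e-05 and 0.00324), all of them near 0 and not past the threshold. Over all genes tested it was -0.0614 and past the threshold, with more genes. Single libraries left out gave -0.0447 to 0.0556.

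The odds ratio of lncRNA genes among genes called higher, 1.81, fell below 1 with all annotated genes as the background (0.795), since that background adds lncRNA genes with too few counts for a test, and in replicates 4 and 5 alone (0.543), where the cause was not tested. That of snoRNA genes among genes called higher reversed under both as well (0.224 and 0.221), and among genes called lower in replicates 1 to 3 alone (1.87). That of processed pseudogenes among genes called lower was 0.731 and not past the threshold in replicates 1 to 3 alone. For transcribed unprocessed pseudogenes called lower it reversed in DESeq2 (1.21) and in replicates 1 to 3 alone (1.27), and for unprocessed pseudogenes in DESeq2 (1.07). The cause was not tested. *Ccnd1*, not called under any of these settings, had a log2 fold change near 0 that changed sign with no filter (-0.0153), in replicates 4 and 5 alone (-0.14) and with single libraries left out (-0.0598 to 0.0463).

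Among the remaining results, which are single genes, lists and biotypes, 3396 values kept their direction and side of the threshold or stayed within 1.5 times the count, 311 counts moved by more, 167 calls were lost, 37 were gained and 11 values reversed. The alternatives set for sense and unstranded PROMPTs were not run, as those counts were not used here. Depth limits the PROMPT tests, with a median of 5 counts per library in a tested region.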

Differences from the paper's values

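The settings with the library cluster as a term and with replicates 1 to 3 or replicates 4 and 5 alone were chosen only after the values were seen, and how many of the paper's called genes they drop cannot be given, since the paper's own list of called genes was not used here. All counts are at the paper's threshold, an adjusted p under 0.05.

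The paper gives 2237 genes higher and the fit here gave 885. None of the alternatives set before the data were examined comes within 1.5 times the paper's number, with 1489 under the replicate block as the highest. The paper gives 1743 genes lower and the fit here gave 698, and of these alternatives only the replicate block (1337) comes within that factor. Settings chosen after seeing the values, which add the cluster, do so for both, with 1772 and 1669 in edgeR, 2078 and 1640 in DESeq2, and 2361 and 2360 in replicates 4 and 5 alone.

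By biotype, the paper's numbers of lncRNA genes higher and lower are about 460 and about 29 in Fig. 6B, read by eye, against 122 and 9 here, and none of the alternatives set before the data were examined comes within 1.5 times. Protein-coding genes are about 1600 higher and about 1600 lower in the paper's Fig. 6B, read by eye, against 680 and 650 here, and only the replicate block comes within that factor (1247 and 1237). Processed pseudogenes are about 27 higher and about 71 lower in the paper's Fig. 6B, read by eye, against 9 and 21 here, with none of these alternatives within the factor for the former and only the replicate block (48) for the latter. The paper's Fig. 6B has about 13 snoRNA genes higher, read by eye, against 4 here, with DESeq2 (10) and no filter on low counts (9) within the factor and the others not. It has about 13 snRNA genes higher, read by eye, against 2 here, with none within it. TEC genes are about 65 higher and about 7 lower in the paper's Fig. 6B, read by eye, against 43 and 3 here. Within the factor are DESeq2 (57), its size factors in edgeR, the replicate block, the length trend removed with that block and the intronic percent (44 each) for the former, only the replicate block (5) for the latter, and the others not. With the cluster as a term, chosen after seeing the values, protein-coding genes numbered 1467 and 1554, lncRNA genes lower 20, processed pseudogenes 23 higher and 56 lower and TEC genes 55 and 7 in edgeR, and 1731 and 1518, 22, 23 and 59, and 62 and 7 in DESeq2, where snoRNA genes higher numbered 10. All of these come within 1.5 times the paper's. In replicates 4 and 5 alone lncRNA genes lower numbered 32, processed pseudogenes 21 higher and 72 lower and protein-coding genes 2133 and 2201, and in replicates 1 to 3 alone processed pseudogenes higher numbered 18 and TEC genes 44 and 8, which do so as well.

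For antisense PROMPTs lower, the paper's Fig. 6E shows about 11, read by eye, against 6 here. Of the alternatives set before the data were examined, leaving out *Dis3* cKO replicate 1 (12) and the intergenic percent (8) come within 1.5 times and the others do not. Among settings chosen after seeing the values, the cluster as a term gave 9 in edgeR and 15 in DESeq2, and replicates 1 to 3 alone gave 11. For antisense PROMPTs higher the paper gives 2 totals that differ, 2124 in its text and 2742 in Fig. S3E of the supplement. The 1673 here are within 1.5 times the former and not the latter. Fig. S3E gives the paper's number of those lower as 29, against 6 here. For the 2742 only DESeq2 (1890) of the alternatives comes within the factor, with 2324 in DESeq2 with the cluster as a term, chosen after seeing the values, and for the 29 none does. By biotype, Fig. S3E gives the paper's numbers as 2388 PROMPTs of protein-coding genes against 1522 here (within the factor in DESeq2 with 1703 and not in the others, and in settings chosen after seeing the values with 1639 and 2069), and none of the alternatives set beforehand comes within it for lncRNA genes (the paper's 168 against 79 here, and 114 in DESeq2 with the cluster as a term), processed pseudogenes (the paper's 81 against 17), snoRNA genes (the paper's 8 against 1), snRNA genes (the paper's 16 against 5), miRNA genes (the paper's 17 against 4) and TEC genes (the paper's 21 against 9). The biotype numbers are not over the same regions. The annotation used here named 127 miRNA, 388 snRNA and 455 snoRNA regions, fewer than Fig. S3E lists, and left 1421 without a biotype. Of the miRNA regions 3.15% were called higher, close to the percent in Fig. S3E. For the snRNA and snoRNA regions it was 1.29% and 0.220%, below the percents there.

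The paper's Pearson coefficient of antisense PROMPTs and downstream genes is about -0.096 in Fig. 6F, read by eye, against -0.0203 here (standard error 0.0722). Leaving out control replicates 1, 4 or 5 or *Dis3* cKO replicates 1, 3 or 5 (-0.03, -0.04, -0.03, -0.03, -0.00336 and -0.03) brings the value within that setting's own standard error (0.0905 to 0.103, wider since fewer genes are called), although without *Dis3* cKO replicate 3 it lies farther from the paper's. Without *Dis3* cKO replicate 2 (1.89e-05) the distance is also within that setting's standard error, but the sign is not the paper's. The other alternatives set before the data were examined lie farther from the paper's value than their own standard error, among them all genes tested in both tables (-0.0614, standard error 0.0122), which comes nearest to the paper's value.

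In Fig. 6C, the paper's log2 fold change is about -0.69 for *Rhox10*, read by eye, against -0.91 here, with leaving out control replicates 2 (-0.85) or 4 (-0.86) within the standard error of that setting and the other alternatives not. For *Sox3* it is about -1.1 in Fig. 6C, read by eye, against -1.36, with leaving out control replicates 1 (-1.30) or 3 (-1.28) or *Dis3* cKO replicates 4 (-1.22) or 5 (-1.28) within it and the others not. For *Dmrtb1* it is about -0.88 in Fig. 6C, read by eye, against -1.17, with none within it. For *Meioc* it is about -0.84 in Fig. 6C, read by eye, against -1.00, with leaving out control replicate 4 (-0.94) or *Dis3* cKO replicates 2 (-0.96) or 4 (-0.95) within it and the others not. For *Hormad1* it is about -0.77 in Fig. 6C, read by eye, against -0.98, with only leaving out control replicate 4 (-0.92) within it. For *Henmt1* it is about -0.76 in Fig. 6C, read by eye, against -1.05, with leaving out *Dis3* cKO replicates 4 (-0.96) or 5 (-0.96) within it and the others not. All are lower in both, and the other genes of Fig. 6C differed by no more than the standard error. Of 26 values compared, those of Fig. 6C and *Dis3*, 25 lie farther from 0 here than in the paper.

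The paper shows the genes of Fig. 6C as reduced. All 25 lay below 0 here, and 20 passed the threshold. Of the others, *Piwil1* passes in DESeq2 (adjusted p = 0.0429), without control replicate 3 and with the cluster as a term in edgeR or DESeq2. *Egr4* passes in DESeq2, with no filter, with the replicate block, with that block and the length trend removed, with the cluster as a term in edgeR or DESeq2, in replicates 1 to 3 alone and in replicates 4 and 5 alone. *Dmrt1* passes with the replicate block, with the cluster as a term in edgeR or DESeq2 and in replicates 4 and 5 alone. *Zbtb16* passes with the cluster as a term in DESeq2 and in replicates 4 and 5 alone, and *Nanos3* in replicates 4 and 5 alone. The settings with the cluster or with part of the replicates were chosen after seeing the values.

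The paper states that genes of mRNA surveillance were severely disrupted. Of 40 such genes 4 were lower, and the list did not pass as a set (camera, adjusted p = 0.0754), while it did with the length trend removed (0.0264), with 0.0625 to 0.135 in the other settings with the preset correlation and 0.458 with an estimated one. It also lists RNA degradation. Of 30 genes of the RNA exosome and its cofactors 3 were lower and 1 higher, and the list did not pass (0.0754) except with the length trend removed, without (0.0291) or with the replicate block (0.0347). The paper names snRNA and snoRNA genes among the main biotypes of increased transcripts. In both the counts called higher exceeded those called lower here. The share of snoRNA genes called higher was not past the threshold in edgeR (Fisher's exact test, adjusted p = 0.146). By the same exact test it was above that of other genes in DESeq2, the paper's tool (odds ratio 3.56, adjusted p = 0.00261). In a setting chosen after the data were seen, it was so within replicates 1 to 3 (odds ratio 4.23, adjusted p = 0.00799). It was below that of other genes with all annotated genes as the background (odds ratio 0.224, adjusted p = 6.08e-04). That background adds snoRNA genes with too few counts for a test, which cannot be called, so this value decides nothing about a rise. Within replicates 4 and 5, also chosen after the data were seen, the odds ratio was 0.221 and not past the threshold (adjusted p = 0.151).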

Other observations

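Among the values given here, those by cluster of libraries and the count of mitochondrial genes were chosen only after the result was seen.

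Of 13 genes of differentiating spermatogonia 9 were lower and of 17 genes common to germ cells 8, against 2 of 26 genes of undifferentiated spermatogonia, and the paper weighs a changed composition of spermatogonia. A lower share of germ cells as the whole cause predicts that genes of undifferentiated and of differentiating spermatogonia fall alike. Their medians of the log2 fold change were -0.04 and -0.74, a difference of 0.70 (permutation test over genes, two-sided, p = 2.1e-04, 26 and 13 genes), with 0.62 within replicates 1 to 3 and 0.68 within replicates 4 and 5. The permutation treats genes as independent, which they are not. The estimated correlation between genes was 0.30 in the undifferentiated and 0.11 in the differentiating list. The median of the undifferentiated list was -0.03 within replicates 1 to 3 and -0.28 within replicates 4 and 5, so it lay lower in the latter. The difference argues against an even loss of germ cells as the whole cause only if the undifferentiated list reports on germ cells alone. The list of genes common to germ cells had a median of -0.60, near that of the differentiating list. Several genes of undifferentiated spermatogonia are also expressed in somatic cells of the testis, which could hide a fall, and a shift from differentiating to undifferentiated cells or a lower transcript level per cell stay open.

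The medians of the lists of short genes of ribosomal proteins, the proteasome and oxidative phosphorylation lay below 0 and that of long genes of matrix and adhesion above, although most members of each were not called. With each library's trend over gene length removed, the median of the ribosomal protein genes was -0.18 against -0.21 without, so a bias by gene length is argued against as the whole cause of this median. For the proteasome, oxidative phosphorylation and matrix lists the medians were -0.21, -0.14 and 0.26 against -0.24, -0.17 and 0.32, and the members called 9, 0 and 7 against 13, 3 and 14, so that a part for gene length stays open. What moves these genes stays open, and no biological explanation was tested.

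The RNA of *Ccnd1* had a log2 fold change of 0.01 (edgeR, adjusted p = 0.970), *Kit* -0.08 (adjusted p = 0.683) and *Lin28a* -0.37 (adjusted p = 0.229), none past the threshold. *Lin28a* had -0.17 within replicates 1 to 3 and -0.81 within replicates 4 and 5 (interaction test in edgeR, adjusted p = 0.0401). *Ddx4*, whose promoter drives the Cre, had -0.26 (adjusted p = 0.323), with 0.16 and -0.84 (interaction test, adjusted p = 9.73e-05).

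The fold changes of some stromal and contractile genes, named after their values were seen, differed between the clusters of libraries. Log2 fold changes within replicates 1 to 3 and within replicates 4 and 5 were -0.12 and 1.79 for *Col1a1* (interaction test in edgeR, adjusted p = 5.70e-06), -0.33 and 1.22 for *Col1a2* (3.09e-06), -0.33 and 0.87 for *Col3a1* (4.97e-04), 0.21 and 1.02 for *Myh11* (5.13e-04), -0.24 and 0.49 for *Acta2* (2.29e-04) and -0.04 and 0.55 for *Dcn* (0.00119). No such difference passed for *Gata4* (adjusted p = 0.762) and *Sox9* (adjusted p = 0.901). Across all genes, 513 had a higher and 405 a lower fold in replicates 4 and 5 by this test.

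Of 24 genes of the mitochondrial chromosome 9 were higher and none was lower in edgeR, with a median log2 fold change of 0.33. DESeq2 called 11 higher and none lower, and replicates 4 and 5 alone called 12 higher and 1 lower.

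The other gene lists are given at an adjusted p under 0.05 in edgeR with no term for the clusters, and where no member is said to be called in a direction the unadjusted and DESeq2 counts follow. Camera adjusted p are those with the preset correlation, and with an estimated one no list passed. Of 58 genes of oxidative phosphorylation 3 were lower, *Ndufs8*, *Cox5a* and *Sdhd* (14 when adjusted over the list alone, camera adjusted p = 2.74e-06), and none was higher, also at an unadjusted p and in DESeq2. With the replicate block and with the cluster as a term 18 were lower in each, and 8 in DESeq2. The number was 12 without control replicate 3 and 1 without control replicates 1 or 5 or without *Dis3* cKO replicates 1 or 5. Of 64 replication-dependent histone genes 7 were lower, among them *H2ac1* at -0.86, *H1f1* at -0.45, *H2bc12* at -0.55 and *H2bc1* at -0.64, and 1, *H2ac25*, higher (10 and 1 over the list alone, camera adjusted p = 3.47e-05), with 23 lower with the replicate block, 17 with the cluster as a term, 14 lower without *Dis3* cKO replicate 3, 3 without control replicate 5 or *Dis3* cKO replicate 5, and 4 without *Dis3* cKO replicates 1 or 4. *H2bc12* lost its call without control replicates 4 or 5 (-0.49 and -0.51), *H2bc1* without control replicates 2, 4 or 5 or *Dis3* cKO replicates 1 or 5 (-0.64 to -0.58). *H2ac25*, named after its value was seen, lost its call without control replicates 1, 4 or 5 or without *Dis3* cKO replicates 1, 2 or 5. Of 7 *Rhox* genes, *Rhox1*, *Rhox10* and *Rhox13* were lower and *Rhox8* higher (4 and 1 over the list alone, camera adjusted p = 6.18e-04). *Rhox8*, which is also in the Sertoli list, lost its call without control replicates 1, 2, 3 or 5 or without *Dis3* cKO replicates 1, 4 or 5 (0.33 to 0.52). Of 16 snoRNA host genes *Snhg20* was higher at 1.36 (1 higher and 1 lower over the list alone, camera adjusted p = 0.898), with 2 lower at an unadjusted p and 1 in DESeq2. With the replicate block and with the cluster as a term, 4 of them were lower and 1 higher in each. Of 20 p53 targets and genes of apoptosis, *Zmat3* was higher and *Mdm2* lower (camera adjusted p = 0.735), and both calls were lost without single libraries (*Zmat3* 0.31 to 0.42, *Mdm2* -0.35 to -0.28). Of 18 interferon-stimulated genes *Bst2* was lower at -1.42 and none was higher (camera adjusted p = 0.516), with 1 higher at an unadjusted p and none in DESeq2.

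Among markers of somatic cells, *Rhox8* was the only one of 20 Sertoli genes called (camera adjusted p = 0.310, with none over the list alone), while at an unadjusted p 3 were higher and 1 lower and in DESeq2 1 and 1. Of 10 Leydig genes *Ren1* and *Cyp17a1* were lower and none was higher, against 2 higher at an unadjusted p and 2 in DESeq2 (2 higher and 3 lower over the list alone, camera adjusted p = 0.369), and *Cyp17a1* lost its call without control replicates 4 or 5 or without *Dis3* cKO replicates 1, 4 or 5 (-0.38 to -0.35), while without control replicate 3 1 gene was higher. *Myh11* of 10 myoid genes (camera adjusted p = 0.0782), *Igf1* of 14 stromal genes (0.00447) and *Cdh5* of 13 endothelial genes (0.0772) were higher, and none of these 3 lists had a gene lower, also at an unadjusted p and in DESeq2. *Myh11* lost its call without control replicates 2, 4 or 5 or without *Dis3* cKO replicates 4 or 5 (0.44 to 0.54), and *Cdh5* without any library except control replicate 3 and *Dis3* cKO replicate 1 (0.26 to 0.33). In edgeR and DESeq2 none of 13 macrophage genes (camera adjusted p = 0.106), 6 erythroid genes (0.715), 2 adipose genes (0.813) and 7 epididymal duct genes (0.720) was called, and at an unadjusted p 2 macrophage genes were higher and 0 of the others. With the replicate block or the cluster as a term, 4 stromal, 2 Sertoli, 2 Leydig and 1 macrophage genes were higher and 3 Leydig and 1 Sertoli genes lower.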
